# Integrated long non‐coding RNA analyses identify novel regulators of epithelial‐mesenchymal transition in the mouse model of pulmonary fibrosis

**DOI:** 10.1111/jcmm.12783

**Published:** 2016-01-29

**Authors:** Hao Sun, Junjie Chen, Wenyi Qian, Jiang Kang, Jun Wang, Lei Jiang, Li Qiao, Wei Chen, Jinsong Zhang

**Keywords:** pulmonary fibrosis, epithelial–mesenchymal transition, paraquat, long non‐coding RNA

## Abstract

Idiopathic pulmonary fibrosis (IPF) is a chronic fatal lung disease characterized by aberrant accumulation of fibroblast population and deposition of extra cellular matrix. Increasing evidence support that epithelial‐mesenchymal transition (EMT) of alveolar epithelial cells is a critical process in the pathogenesis of IPF. Although delivery of bleomycin to induce acute lung injury is the most well‐studied animal model of pulmonary fibrosis, there is considerable interest to pursue other models to understand the common and/or specific pathological mechanisms. In this study, we established a mouse model of pulmonary injury and progressive interstitial fibrosis *via* intraperitoneal injection of paraquat, a widely used herbicide known to cause pulmonary fibrosis in human. Using transcriptome sequencing and microarray analysis, we profiled expression of long non‐coding RNAs (lncRNAs) and identified 513 up‐regulated and 204 down‐regulated lncRNAs in paraquat‐induced fibrotic lung tissues. Gene ontology analysis revealed that the differentially expressed lncRNAs are implicated in cell differentiation, epithelium morphogenesis and wound healing, pathways closely associated with EMT. Furthermore, we identified the evolutionally conserved target genes of two up‐regulated lncRNAs, uc.77 and 2700086A05Rik, as *Zeb2* and *Hoxa3*, respectively, both of which are important modulators of EMT. Consistently, overexpression of uc.77 or 2700086A05Rik in human lung epithelial cells induced EMT as demonstrated by changes in gene and protein expression of various EMT markers and cell morphology. Collectively, our results uncovered a crucial role of lncRNA in the regulation of EMT during lung fibrosis and provide potential avenues for the discovery of novel molecular markers and therapeutic targets for IPF.

## Introduction

Idiopathic pulmonary fibrosis (IPF) is a chronic progressive disease of the lung interstitium with poor prognosis 1. Although the exact cause of IPF remains unknown, it is believed that IPF originates from repetitive micro‐injuries to the alveolar epithelium which may result from cigarette smoking, inhalation of dust, or occupation‐related exposure to hazardous chemicals 1, 2. Considerable efforts have been made to develop animal models of pulmonary fibrosis to understand the pathological mechanisms of IPF. Bleomycin, an anti‐cancer chemotherapeutic agent, is commonly used to induce acute lung damage and fibrosis in rodents 3. While studies using these models have generated important molecular insights, it remains unclear whether signalling pathways mediating bleomycin‐induced lung fibrosis are shared by other IPF risk factors. We reason that alternative animal models are critically needed to identify common and/or toxin‐specific mechanisms of lung fibrosis.

In particular, paraquat (1,1‐dimethyl‐4,4‐bipyridilium dichloride) is a widely used contact herbicide that can lead to development of fatal pulmonary fibrosis in human after accidental ingestion 4, 5. Despite extensive efforts to treat paraquat‐induced lung injury, the mortality remains high. While paraquat has been shown to induce pulmonary fibrosis in rodent models, the underlying molecular mechanism remains poorly understood and is likely to be distinct from that of bleomycin. For example, bleomycin is known to cause cell toxicity through initiating DNA damages, whereas paraquat has been shown to interfere with cellular redox network and elevate oxidative stress 4. Furthermore, a recent genome‐wide gene expression study revealed that a significant portion (>40%) of the paraquat‐induced transcriptional changes were not shared by bleomycin 6, highlighting the importance of understanding the paraquat‐specific pathological functions in lung fibrosis.

At late stage, the pathological hallmarks of IPF include massive accumulation of fibroblasts and myofibroblasts and deposition of extracellular matrix (ECM) in the alveoli 7. The abnormal genesis of fibrotic cells is thought to play critical roles in the destruction of alveolar architecture and the progressive impairment in lung function. Although their cellular origins remain to be fully elucidated, emerging evidence demonstrate that at least one‐third of the aberrantly accumulated fibroblasts are derived from lung epithelial cells *via* epithelial‐mesenchymal transition (EMT), a biological process that enables a polarized epithelial cell to obtain phenotypes of a mesenchymal cell 8, 9, 10. Epithelial‐mesenchymal transition frequently occurs during embryogenesis, organ development and wound healing and its misregulation has been shown to facilitate tumour metastasis 11. However, the molecular mechanisms of EMT in pulmonary fibrosis remain elusive 12.

Non‐coding RNAs (ncRNAs) are functional RNA molecules that are not translated into proteins 13. Depending on their length and functional characteristics, ncRNAs can be classified into several groups, including microRNA (19‐22 nucleotides) and long non‐coding RNA (>200 nucleotides) (lncRNA). Over the past decade, the biological importance of ncRNAs is increasingly appreciated. ncRNAs modulate a variety of cellular processes including gene transcription, imprinting, RNA splicing and protein translation and have been implicated in the regulation of various physiological pathways 14. Not surprisingly, mis‐regulation of ncRNAs are involved in the pathogenesis of many human diseases. Several microRNAs were shown to contribute to the initiation and progression of pulmonary fibrosis 15. In contrast, there is limited study on the expression profile of lncRNA during lung fibrosis and its functional impact has yet to be described.

In this study, we established a mouse model of paraquat‐induced pulmonary fibrosis. With this model, we performed transcriptome analyses and identified a set of lncRNAs that were differentially expressed between normal and fibrotic lung tissues. Functional analysis pointed to several EMT‐linked pathways that were highly enriched in differentially expressed lncRNAs. Furthermore, we predicted and used quantitative real‐time PCR (q‐RTPCR) analysis to confirm that two lncRNAs up‐regulated in paraquat‐treated lung tissues, uc.77 and 2700086A05Rik (05RiK), acted through *Zeb2* and *Hoxa3* genes respectively. Consistent with *Zeb2* and *Hoxa3* as key regulators of EMT, we found that transfecting human lung epithelial cells with uc.77 or 05Rik was sufficient to induce EMT. The novel findings that lncRNAs modulate EMT in the mouse model of lung fibrosis may open new avenues for the diagnosis and treatment of human IPF.

## Materials and methods

### Animals

BALB/c mice (8 weeks, male, 19.8 g ± 0.63 g) were provided by Experimental Animal Center of Nanjing Medical University, China. A total of 19 BALB/c mice were randomly divided into 2 groups (*n* = 9 in saline control group; *n* = 10 in paraquat‐treated group). Mice were housed on a constant 12 hr light/12 hr dark cycle in a temperature (22.2°C)‐controlled room and given *ad libitum* access to ordinary chow. These experiments were approved by the Animal Experiment Ethics Committee of Nanjing Medical University (Permission Number: IACUC‐14030122).

### Paraquat administration

Mice in the model group were administered 10 mg/kg paraquat (Cat. #: 36541; Sigma Chemical Co., St. Louis, MO, USA) dissolved in sterile saline *via* intraperitoneal injection (once per day for 5 days). The normal control group were administered an equal volume of saline at the same time. Mice were examined daily, bodyweights and survival rates were recorded daily. Lung tissues were harvested on the 12th day following the first treatment.

### Bronchoalveolar lavage

Mouse is cannulated with a blunt syringe catheter (20 G) after deeply anesthetized and tracheostomized. A clamp is placed on the left mainstem bronchus, and the right lung is lavaged with 3 × 0.5 ml 5 mM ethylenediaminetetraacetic acid in PBS. After centrifuged at 135 RCF (g) for 10 min., the supernatant fluid is then frozen at −80°C for subsequent analysis. The pellet is then resuspended in 1 ml PBS after red blood cells were lysed (Cat. #: R7757; Sigma Chemical Co.). 10 μl of the remaining fluid is then counted on a haemocytometer, and 150 μl is cyto‐spinned onto glass slides for Giemsa staining (Cat. #: 1.15213.0001; Hema‐Tek, Bayer Diagnostics, Leverkusen, Germany). Differential counts of neutrophils, lymphocytes and macrophages were determined using light microscopy (400× magnification, 100 cells counted) in a blinded manner.

### Haematoxylin and eosin and Masson's trichrome staining

Whole left lung tissue was fixed with 4% formalin overnight, dehydrated in 70% ethanol and cleared in xylene, 4 μm sections were prepared for assessing the general histological appearance by routine haematoxylin and eosin staining (Cat. #: 1.17081.1000; Hema‐Tek, Bayer Diagnostics). In addition, Masson's trichrome staining (Cat. #: 1.00485.0001; Hema‐Tek, Bayer Diagnostics) was used to demonstrate collagen deposition. The stained sections were viewed under the microscope (Zeiss Axioskop and Axiocam 5) at 100–400× magnification.

### Immunohistochemistry

Immunohistochemistry (IHC) for the detection of α‐SMA in formalin‐fixed paraffin‐embedded lung tissue was performed with an Elivision plus Polyer HRP IHC Kit (Cat. #: 9901; MXB, Nanjing, China) according to the manufacturer's instructions. The sections were incubated with a mouse anti‐α‐SMA antibody (Cat. #: bs‐0189R; Bioss, Beijing, China). The stained sections were viewed under the microscope (Zeiss Axioskop and Axiocam 5) at 100–400× magnification. The slides were scanned by a MIRAX Desk Digital Slide Scanner (Zeiss, Gottingen, Germany) and analysed by MIRAX Viewer (Zeiss).

### Immunofluorescence

For formalin‐fixed paraffin‐embedded tissues, slides were de‐waxed by washing with xylenes, rehydrated and blocked. For cultured cells, cells were seeded in chamber slides (Cat. #: C6807; Sigma Chemical Co.), fixed with 4% formaldehyde, permeabilized in 0.1% Triton‐X100, and blocked. Slides were then incubated with primary antibodies for α‐SMA (Cat. #: bs‐0189R; Bioss, Beijing, China), Vimentin (Cat. #: 5741; Cell Signaling Technology, Danvers, MA, USA), E‐cadherin (E‐cad, Cat. #: 14472; Cell Signaling Technology), or SP‐C (Cat. #: sc‐7706; Santa Cruz Biotechnology, Inc., Santa Cruz, CA, USA), for overnight at 4°C. Slides were then washed and stained with fluorophore‐conjugated secondary antibodies for 1 hr at room temperature. Cover slips were mounted using mounting medium (Cat. #: C9368; Sigma Chemical Co.), allowed to harden overnight at 4°C and then sealed. Images were acquired on Olympus IX70 (Japan) fluorescence microscope.

### Western blotting

Cells were harvested and lysed in 50 μl cell lysis buffer (Cat. #: 9803; Cell Signaling Technology) containing protease inhibitors (Cat. #: 11206893001; Sigma Chemical Co.). The protein concentration was quantified using the BCA Protein Kit (Cat. #: 23227; Thermo, Rockford, IL, USA). Cell lysates were separated by 10% SDS‐PAGE and proteins were transferred to polyvinylidene difluoride membranes (Cat. #: ISEQ00010; Millipore, Billerica, MA, USA). The membranes were then incubated with primary antibodies for Zeb2 (Cat. #: A300306; EarthOx LLC., San Francisco, CA, USA), Hoxa3 (Cat. #: sc‐28598; Santa Cruz Biotechnology, Inc.), α‐SMA (Cat. #:14968; Cell Signaling Technology), E‐cad (Cat. #: 14472; Cell Signaling Technology), N‐cadherin (Cat. #: 13116; Cell Signaling Technology), Vimentin (Cat. #: 5741; Cell Signaling Technology), and GAPDH (Cat.#: ab181602; Abcam, Cambridge, MA, USA) at 4°C overnight. The membranes were washed three times with TBS/T and then incubated with the appropriate HRP‐conjugated secondary antibodies for 1 hr at room temperature. Protein expression was detected by chemiluminescence (Cat. #: RPN2106; GE Healthcare, Piscataway, NJ, USA). Immunoreactive bands were quantified using the Bio‐Rad Gel Imaging System (Bio‐Rad, Berkeley, CA, USA).

### Hydroxyproline assay

The total collagen content in the right lungs was determined using hydroxyproline assay. The entire right lung tissues were homogenized with a tissue tearor (Kinematica AG, Littau, Lu, Switzerland), hydrolysed with 12 N HCl overnight at 100°C, oxidized by Citrate Acetate buffer, reconstituted with chloramine T solution [1.4% chloramine T (Cat. #: 31224) in 0.5 M sodium acetate (Cat. #: 42123) and 20% N‐propanol (Cat. #: 34871), all from Sigma‐Aldrich, St. Louis, MO, USA] and incubated for 20 min. at room temperature, and then reacted with Ehrlich's/pDMAB (1 M p‐diamethylaminobenzaldehyde [Cat. #: 39070; Sigma‐Aldrich] in 70% N‐propanol and 30% perchloric acid [Cat. #: 244252; Fluka, St. Louis, MO, USA]) and incubated at 65°C for 20 min. The standard cis‐4‐hydroxy‐1‐proline (Cat. #: H1637; Sigma‐Aldrich) is made up in sterile water to 4 mg/ml. The absorbance of the products was assessed colorimetrically at 550 nm in a microplate reader (BioTek Instruments Inc., Winooski, VT, USA). The amount of hydroxyproline was calculated as micrograms per millilitre lung sample by comparison to the standard curve.

### RNA extraction and quality control

Total RNA from lung tissues was isolated using TRIzol reagent (Cat. #: H1637; Invitrogen, Carlsbad, CA, USA) and the RNeasy Mini Kit (Cat. #: 74104; Qiagen, Hilden, Germany) according to the manufacturer's instructions. RNA quantification and quality check were performed with NanoDrop and Agilent 2100 Bioanalyzer (Agilent Technologies, Santa Clara, CA, USA) according to the manufacturer's instructions.

### Microarray analysis

LncRNA expression profiling was performed with service from Kangchen Biotech, Shanghai, China, based on the manufacturer's standard protocols with minor modifications. Briefly, mRNA was purified from 1 μg total RNA using mRNA‐ONLY^™^ Eukaryotic mRNA Isolation Kit (Cat. #: MOE51010; Epicentre, Madison, WI, USA). Then, each sample was amplified and transcribed into fluorescent cRNA along the entire length of the transcripts without 3′ bias utilizing a random priming method. The labelled cRNAs were hybridized onto the Mouse lncRNA Array v2.0 (Arraystar Inc., Rockville, MD, USA). After washing, the arrays were scanned by the Agilent Scanner G2505B. Agilent Array platform was employed for microarray analysis. Quantile normalization and subsequent data processing were performed with the GeneSpring GX v11.5.1 software package (Agilent Technologies).

### Quantitative real‐time RT‐PCR

Total RNA was isolated with the RNeasy Mini Kit (Cat. #: 74104; Qiagen, Valencia, CA, USA). 1 μg of RNA from each sample was reversely transcribed to cDNA using random hexamer primer with PrimeScript^™^ RT Master Mix (Cat. #: RR036A; TaKaRa, Otsu, Shiga, Japan). Primers for each lncRNA were designed according to Primer 3 (http://sourceforge.net/projects/primer3/) online and checked with Basic Local Alignment Search Tool of NCBI to ensure unique amplification product. Real‐time PCR was performed on an Applied Biosystems ViiA^™^ 7 Dx (Life Technologies, Carlsbad, CA, USA) using the SYBR green method according to the manufacturer's instructions. The PCR reaction conditions consisted of a denaturation step at 95°C for 30 sec., and then 40× PCR cycles at 95°C for 5 sec., 60°C for 34 sec. LncRNA and gene expression levels were quantified relative to the expression of GAPDH using an optimized comparative Ct (▵▵Ct) value method. All the primer sequences used were shown in Table S1. The 2^−∆∆Ct^ method was used to comparatively quantify the levels of mRNA.

### Gene Ontology analysis and KEGG pathway analysis

Using standard enrichment computation method, Gene Ontology (GO) and KEGG (Kyoto Encyclopedia of Genes and Genomes) pathway analyses were performed to determine the role of the closest genes to which lncRNAs preferentially located. The GO categories are derived from GO, which comprises three structured networks (Biological Process, Cellular Component and Molecular Function) of defined terms that describe gene product attributes 16. Fisher's exact test is used to find if there is more overlap between the differentially expressed lncRNA/gene list and the GO annotation list than what would be expected by chance. The *P* value denotes the significance of GO terms enrichment in the differentially expressed lncRNA/gene list. Pathway analysis is a functional analysis mapping genes to KEGG pathways. Base on the latest database, the pathway analysis was provided for differentially expressed lncRNAs. The *P* value (EASE‐score, Fisher‐*P* value or Hypergeometric‐*P* value) denotes the significance of the pathway correlated with the conditions.

### Bioinformatic analysis

The sequence conservation of lncRNAs and their associated protein‐coding genes were generated by using UCSC genome browser (http://genome.ucsc.edu/) and other databases as indicated. According to the relationship between lncRNAs and associated coding genes, lncRNAs can be roughly classified into four groups: cis‐antisense lncRNAs, intronic lncRNAs, promoter‐associated lncRNAs, and bi‐directional lncRNAs. In this study, various epigenetic phenomena were incorporated to facilitate identification of non‐coding regulatory elements.

### Cell lines and cell culture

Primary human bronchial epithelial cells and human lung epithelial A549 cells were purchased from the Beijing Institute for Cancer Research (Beijing, China). Human bronchial epithelial cells and human lung epithelial A549 cells were cultured in DMEM (Cat. #: 10566‐016; Thermo Fisher Scientific) with 10% foetal bovine serum. All cells were maintained at 37°C in 5% CO_2_ incubator.

### Plasmid construction and cell transfection

LncRNAs (uc.77 and 05Rik) were PCR amplified and cloned into eukaryotic expression pEX‐3 vector (Cat. #: C05003; GenePharma, Shanghai, China). For overexpression of lncRNAs, cells were transfected with plasmid and Lipofectamine 2000 (Cat. #: 11668027; Invitrogen) according to the manufacturer's instructions. Cells were harvested 2 days after transfection for the analysis of lncRNA/gene expression and cell morphology. For small‐interference RNA (siRNA) transfection, cells were transfected with ZEB2 siRNA (Cat. #: sc‐38641; Santa Cruz Biotechnology) using Lipofectamine 2000 according to the manufacturer's protocol.

### Statistical analysis

All statistical analyses were performed with SPSS17.0 software package (SPSS, Chicago, IL, USA). Differential expression levels of lncRNAs and their associated genes (uc.77/*Zeb2* and 05Rik/*Hoxa3* respectively) were determined by independent‐samples *t*‐test between two groups. Fisher's exact test was performed in GO and KEGG pathway analysis. Numerical data were presented as means ± S.D., and statistical significance was defined as *P* < 0.05.

### Data deposition

Array data were deposited at the Gene Expression Omnibus (National Center for Biotechnology Information) with the accession number GSE64851.

## Results

### Pathological characterization of paraquat‐induced pulmonary fibrosis in mice

We constructed a paraquat‐induced pulmonary fibrosis mouse model as described in the Materials and Methods. Paraquat‐treated mice showed significant increases in the total lavage cell counts and the percentage of neutrophils and lymphocytes compared to controls (*P* < 0.001; Fig. 1A). Haematoxylin and eosin staining and Masson's trichrome staining were used to assess the histopathological changes and collagen deposition after intraperitoneal injection of paraquat. Results revealed a well‐defined pulmonary structure with integral air‐blood barriers and low collagen levels in the control group. In contrast, in paraquat‐treated mice pulmonary tissue structure was distorted with severe damage to the air‐blood barrier. Significant thickening of the pulmonary inter‐alveolar septum and increased deposition of collagen fibres were noticed (Fig. 1B). We performed hydroxyproline assay to quantify the changes observed in the collagen content. The result indicated that hydroxyproline content in the whole right lung was significantly elevated in paraquat‐treated mice compared to saline‐treated controls (*P* < 0.01; Fig. 1C). In line with these findings, IHC staining with α‐SMA, a myofibroblast marker, revealed visible fibroblast accumulation after paraquat injection (Fig. 1B). In addition, we observed a decrease in mobility and a loss of bodyweight following paraquat treatment. Paraquat‐treated mice also exhibited significantly higher mortality rate than saline‐treated controls (Fig. 1D and E). Post‐mortem examination confirmed the major cause of death as pulmonary dysfunction because of either acute or chronic pulmonary injuries, and progressive interstitial fibrosis.

**Figure 1:**
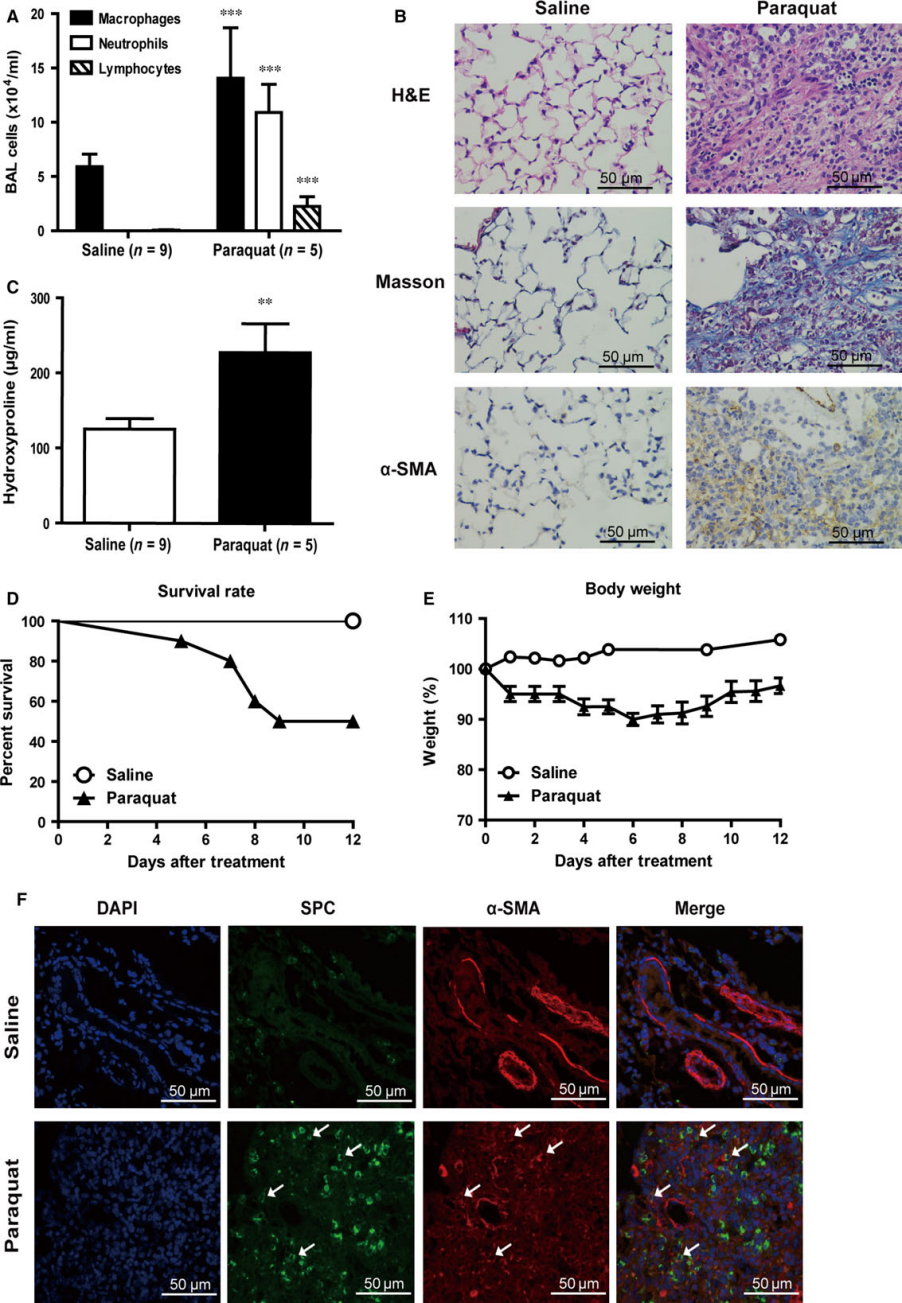
Establishing a mouse model of paraquat‐induced pulmonary fibrosis. (**A**) Quantification of bronchoalveolar lavage (BAL) cells after paraquat treatment. ***, *P* < 0.001 in comparison to saline‐treated control mice. (**B**) Haematoxylin and eosin stain, Masson's trichrome stain and IHC staining with α‐SMA antibody of interstitial lung tissues from control or paraquat‐treated mice. Images were taken at the magnification of ×400. Scale bar represents 50 μm. (**C**) Hydroxyproline levels in homogenates from the right lung of saline‐ or paraquat‐treated mice. **, *P* < 0.01 in comparison to saline‐treated control mice. (**D**) Percentage of survival of mice treated with paraquat or saline. (**E**) Daily measurement of mice weight following saline or paraquat treatment. (**F**) Immunofluorescence images showing staining of lung tissues from saline‐ or paraquat‐treated mice with DAPI (blue), or antibodies against SPC (green) or α‐SMA (red). Arrowheads point to cells positively stained for both SPC and α‐SMA. Images were taken at the magnification of ×400. Scale bar represents 50 μm.

Previous studies using cell fate reporter mice concluded that a significant portion of the lung fibroblast population during fibrosis results from EMT of lung epithelial cells 8, 9. To confirm these findings in our paraquat‐induced pulmonary fibrosis model, we performed immunofluorescence (IF) co‐staining of the type II alveolar epithelial cells marker surfactant protein‐C (SPC) and an EMT marker α‐SMA. In paraquat‐treated but not normal lung tissues, we observed that a subset of cells were stained positively for both markers, suggesting that they were undergoing early stages of EMT (Fig. 1F).

### Expression profiling and analyses of lncRNA in paraquat‐induced lung fibrosis

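The array experiment compared lung RNA of male BALB/c mice given saline with that of mice given 10 mg/kg paraquat once per day for 5 days, and the lungs were taken on day 12. The paper gives 19 mice, with 9 in the saline group and 10 in the paraquat group, whereas the sample labels give 20 mice with 10 in each group. According to the labels, 3 lungs of each group were mixed before the RNA was extracted, and 70% of the paraquat group had died. Each group was measured on 1 array, so the data hold no replicate check of any difference between the groups, and no test was run. Each array was of the 1-colour type, on which the brightness of a spot reports the amount of labelled cRNA bound to a probe for 1 transcript. The authors scanned the arrays and quantified them with Agilent Feature Extraction, which subtracts the background of each spot and corrects a smooth trend across the slide. The correction of a multiplicative trend had been applied to the paraquat array only. Each array held 61194 spots of 59709 probes other than control probes. Spots marked as non-uniform (36 on the control array and 57 on the paraquat array) or as population outliers (51 and 62) were left out, and so were 20 negative probes. The remaining 59625 probes were quantile-normalized between the 2 arrays on the log2 scale, as the methods state that quantile normalization was applied. The median log2 signal before this step was 5.43 on the control array and 4.60 on the paraquat array. A probe was taken as detected when Feature Extraction had marked it as well above background, which held for 37410 probes (62.7%) on the control array and 34942 probes (58.6%) on the paraquat array. No spot was saturated on either array. Repeat measurements of mouse transcripts came from 15 reference genes that were spotted 20 times on each array. The SD of the log2 signal over the spots of 1 gene had a median of 0.157 and a range of 0.0871 to 1.40 on the control array, and a median of 0.0958 and a range of 0.0724 to 0.427 on the paraquat array. This spread covers the error between spots and not the error between mice, RNA preparations or hybridizations.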

Lung tissues from control or paraquat treatment group were subjected to microarray expression analysis of lncRNA and mRNA. A total of 31,423 lncRNAs and 25,376 coding mRNA transcripts were identified using the most authoritative databases such as Ensembl, UCSC Knowngenes, RefSeq and many related literatures (Fig. S1A). 

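The array files give a gene or transcript name other than the probe identifier for 1293 of the 59709 probes, so most probes could not be assigned to lncRNA or mRNA by name. The class of a probe was therefore inferred from the authors' processed values, which cover 14331 probes. A run of 24593 consecutively numbered probes had 0 members among them, whereas 42.7% of the other 27249 numbered probes were included, and the next longest gap held 108 probes. All 118 probes named by a protein-coding RefSeq accession were also absent. This run and these 118 probes were taken as the mRNA side of the array (24711 probes), and the other 34998 probes as the lncRNA side. The paper counts 31423 lncRNAs and 25376 coding transcripts, so the inferred sides differ from its classes in size. They count probes and not transcripts. Of the lncRNA-side probes that passed the spot quality marks, 21540 (61.6%) were detected on at least 1 array and 16732 (47.9%) on both. On the mRNA side, 18538 probes (75.1%) were detected on at least 1 array and 15542 (63.0%) on both. The lncRNA side included 962 probes for transcribed ultraconserved regions, of which 268 were detected on both arrays.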

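Normalized log2 signals of the control and paraquat arrays were set against each other over the probes detected on both. Across the 16732 lncRNA-side probes, Pearson's r was 0.926 and Spearman's rho was 0.865. Across the 15542 mRNA-side probes, r was 0.905 and rho was 0.871. These are correlations across probes of 1 pair of arrays, and probes are not independent replicates. The SD of the log2 difference, paraquat minus control, was 1.05 for lncRNA-side and 1.11 for mRNA-side probes. Within a 3-fold difference lay 87.2% of the lncRNA-side probes and 86.5% of the mRNA-side probes. At 3-fold or more, 1352 lncRNA-side probes were higher and 783 were lower on the paraquat array, and the mRNA side had 1075 higher and 1020 lower. Because each group had 1 array, the part of this scatter that would arise between 2 arrays of the same group is not known.

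**Figure D1:**
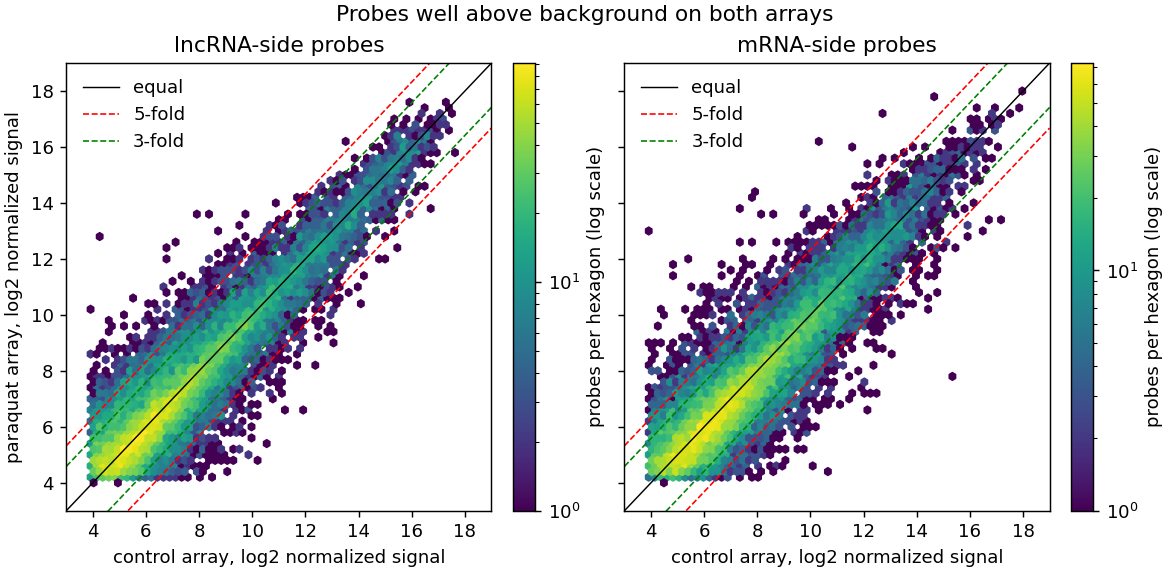
Normalized log2 signal on the control array (horizontal axis) against the paraquat array (vertical axis) for probes detected on both arrays, with 16732 lncRNA-side probes on the left and 15542 mRNA-side probes on the right. Colour gives the number of probes in each hexagon on a log scale, and the solid line marks equal signal, the green dashed lines 3-fold and the red dashed lines 5-fold.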

Scatter plot is adopted to visualize and assess the lncRNA or mRNA expression variation between control samples and paraquat‐treated fibrotic samples (Fig. S1B and C). With a cut‐off fold change of ≥5.0, we identified 513 up‐regulated and 204 down‐regulated lncRNAs in the paraquat‐induced fibrotic lung tissues compared to normal tissues (Table S2), suggesting that there was an extensive remodelling of the cellular lncRNA transcriptome during the fibrosis development upon paraquat treatment. 

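Among the lncRNA-side probes detected on at least 1 array, 1364 were at least 5-fold higher and 1015 at least 5-fold lower on the paraquat array than on the control array. On the mRNA side, 858 probes were at least 5-fold higher and 813 at least 5-fold lower. These counts use the signals as measured, including signals that were not well above background on 1 of the arrays. With such signals raised to the lowest detected signal of the array, 681 lncRNA-side probes were at least 5-fold higher and 371 at least 5-fold lower. Over the lncRNA-side probes detected on both arrays, 482 were at least 5-fold higher and 241 at least 5-fold lower. In the authors' processed values, over 14265 probes detected on at least 1 array, 389 probes were at least 5-fold higher and 150 at least 5-fold lower. Of the alternatives chosen before the data were examined, normexp background correction with an offset of 50 changed the counts by the largest factor, to 152 higher and 94 lower lncRNA-side probes. With no normalization, also chosen before, the direction was the other way, with 583 higher and 2187 lower. The number of probes that rose also depended on where they lay on the array, which had 164 columns. In columns 1 to 64, 902 of 7434 detected lncRNA-side probes (12.1%) were at least 5-fold higher, compared with 343 of 12086 (2.84%) in the columns above 80. The share of probes that were at least 5-fold lower was 4.72% in columns 1 to 64 and 4.48% in the columns above 80. The authors' processed values showed the same unevenness, with 278 of the 389 higher probes (71.5%) in columns 1 to 64. On the control array the median log2 signal before normalization was 4.67 in columns 1 to 64 and 5.94 in the columns above 80, while on the paraquat array it was 4.41 and 4.80. After subtraction of the median difference of the 50 nearest detected probes of similar signal, 909 lncRNA-side probes were at least 5-fold higher and 911 lower. This correction was chosen after seeing the data. From the numbers of lncRNAs that rose and fell by at least 5-fold, the paper proposes that paraquat treatment extensively remodelled the lncRNA transcriptome as fibrosis developed.

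**Figure D2:**
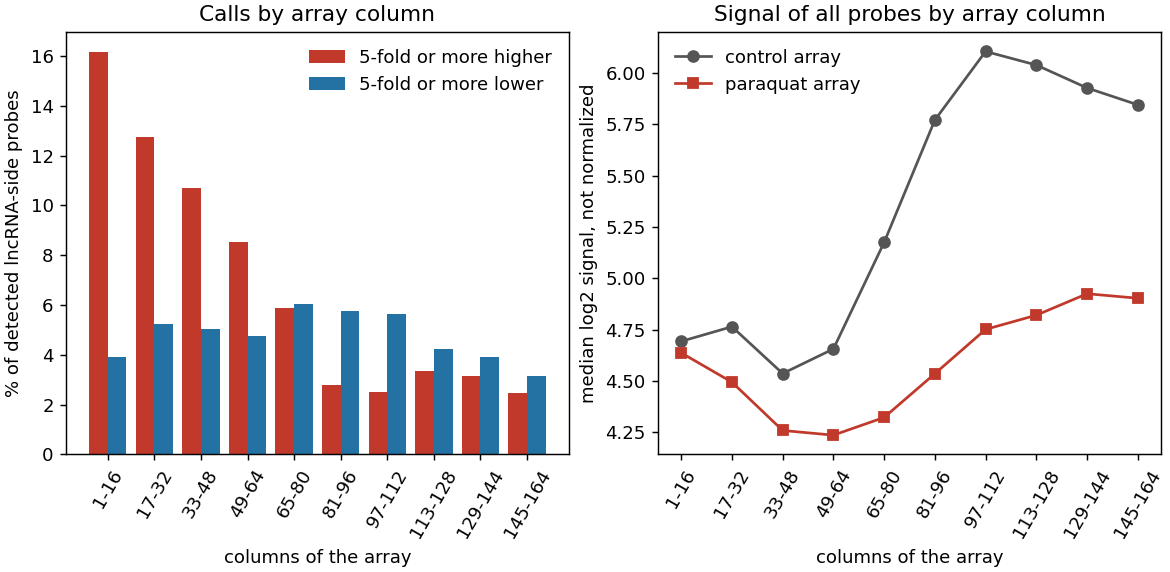
The left panel gives the percentage of detected lncRNA-side probes at least 5-fold higher (red) or lower (blue) on the paraquat array, in bands of array columns. The right panel gives the median log2 signal of all probes before normalization on the control array (grey circles) and the paraquat array (red squares) in the same bands. The share of higher probes was 16.2% in columns 1 to 16 and 2.48% in columns 145 to 164.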

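Of the 14 lncRNAs shown in Fig. 2A and B, 6 could be assigned to a probe, either because the array files name it or because its raw intensities in Table S2 match exactly 1 probe. All 6 were detected on both arrays. The signal of uc008dzl.1 before normalization was 292 on the control array and 1434 on the paraquat array, a normalized log2 difference of 3.06. For uc009ktt.1 the signals were 91.7 and 315, a log2 difference of 2.67. This probe lay in column 15 of the array, and its log2 difference was 1.67 after subtraction of the median difference of its 50 nearest detected probes of similar signal, a correction chosen after seeing the data. The remaining assigned lncRNAs of Fig. 2B had lower signal on the paraquat array. The signal of uc.455- was 3929 on the control array and 428 on the paraquat array (log2 difference -2.54), and that of uc.456+ was 1412 and 121 (log2 difference -2.73). BC027568 had signals of 2013 and 285, a log2 difference of -2.06, which is under 5-fold. After the same position correction, the log2 difference was -2.85 for BC027568, which is 7.22-fold, 2.91 for uc008dzl.1, -2.44 for uc.455- and -3.15 for uc.456+. Over the alternatives chosen before the data were examined, the log2 difference lay between 2.30 and 3.22 for uc008dzl.1, 1.78 and 2.76 for uc009ktt.1, -3.20 and -2.28 for uc.455-, -3.54 and -2.34 for uc.456+, and -2.82 and -1.90 for BC027568. BC027568 passed 5-fold in 1 of these alternatives, no normalization. From the repeated spots of the 15 reference genes, the SD of such a difference between single spots had a range of 0.137 to 1.41 and was largest for dim genes. None of these array differences has a replicate check between mice on the arrays. The paper's PCR of the lncRNAs in Fig. 2, a separate measurement, used biological replicates. The other lncRNAs of Fig. 2 were not analysed here.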

Quantitative real‐time PCR was used to validate our microarray data, including seven up‐regulated lncRNAs (AK052811, 2700086A05Rik, uc.77, uc007mmq.1, uc008dzl.1, ENSMUST00000159621 and uc009ktt.1) and seven down‐regulated lncRNAs (ENSMUST00000121776, uc.455‐, BC027568, ENSMUST00000065709, uc.456+, ENSMUST00000119054 and ENSMUST00000120952) (Fig. 2A and B).

**Figure 2:**
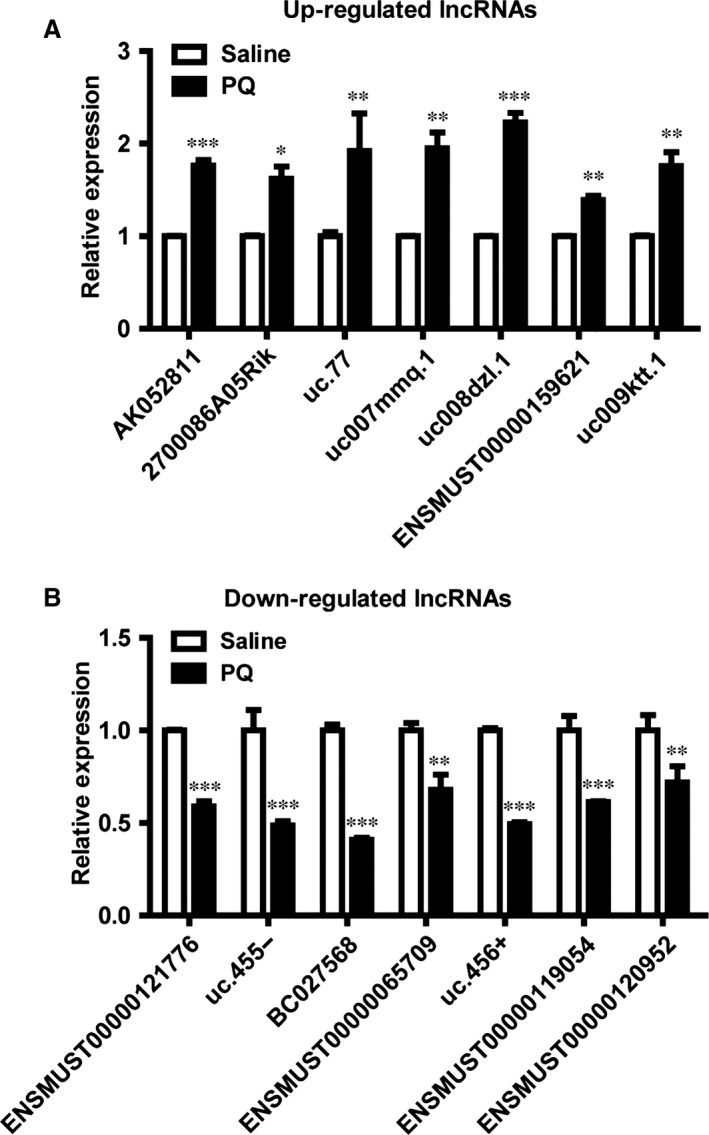
Expression profiling and validation of lung fibrosis‐associated lncRNA. (**A** and **B**) The differential expression of lncRNAs between saline‐ and paraquat‐treated mice was validated by q‐RTPCR. Error bar represents biological replicates (*n* = 3). *, *P* < 0.05, **, *P* < 0.01, ***, *P* < 0.001 in comparison to saline‐treated control mice.

### GO and KEGG pathway analysis

To obtain more insights into how mis‐expression of lncRNA may contribute to the pathogenesis of paraquat‐induced pulmonary fibrosis, we performed functional analysis of our microarray results. Gene Ontology analysis revealed that the most statistically significantly enriched functional terms in lncRNAs down‐regulated by paraquat treatment include gene expression, regulation of apoptosis and cell differentiation. The top enriched functional terms in up‐regulated lncRNAs include cell differentiation, tissue development and MAPKK cascade (Fig. 3A). In addition, KEGG pathway analysis was carried out for differentially expressed lncRNAs. Up to 19 pathways were enriched in up‐regulated lncRNAs including pyrimidine metabolism and p53 signalling pathway, while cell adhesion molecules and peroxisome were among the 34 pathways significantly associated with down‐regulated lncRNAs in paraquat‐treated lung tissues (Fig. 3B).

**Figure 3:**
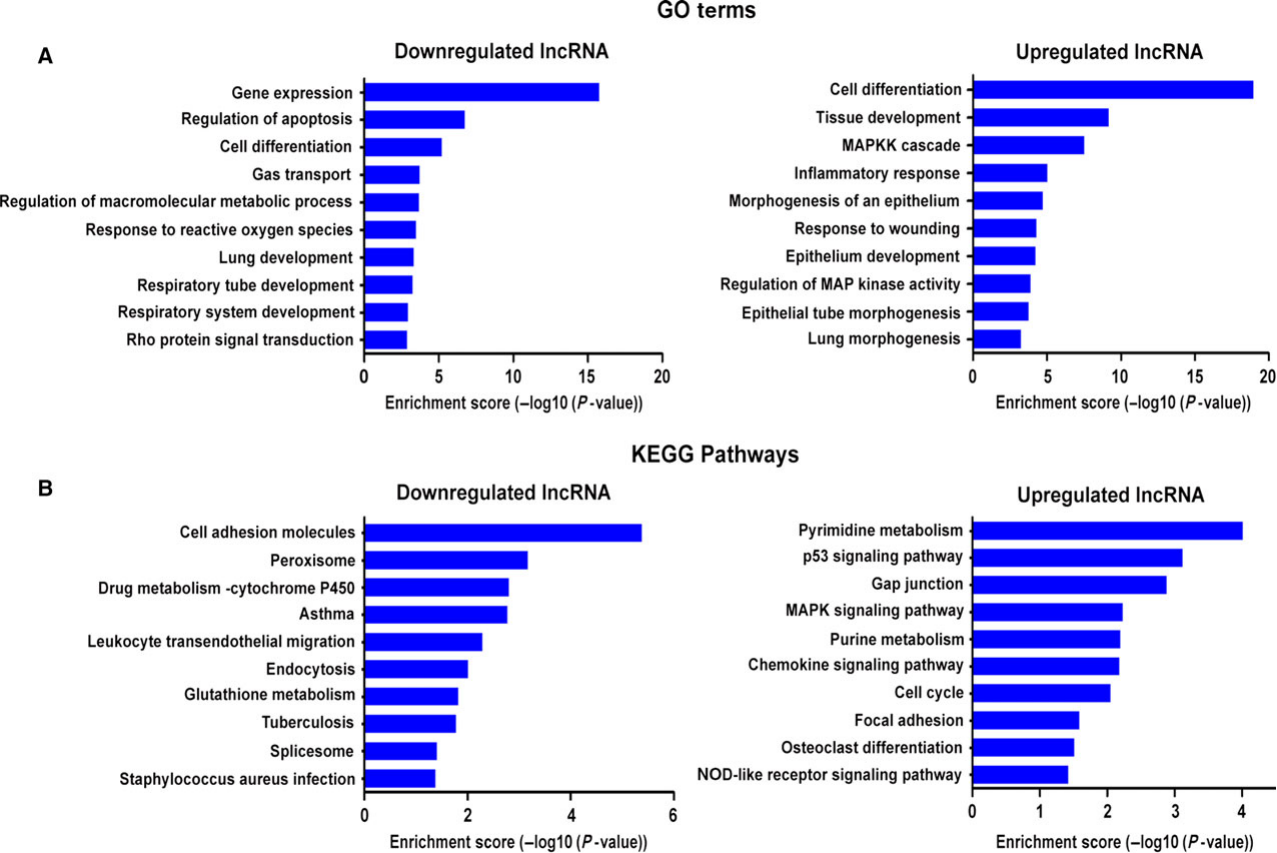
GO and KEGG pathway analysis. (**A**) The top 10 GO terms that are most statistically significantly enriched in up‐regulated (right) or down‐regulated (left) lncRNAs of paraquat‐treated mice. (**B**) The top 10 KEGG pathways that are most statistically significantly enriched in up‐regulated (right) or down‐regulated (left) lncRNAs of paraquat‐treated mice.

### Identification of potential lncRNAs involved in EMT

Intriguingly, our functional analysis uncovered that several biological processes tightly associated with EMT, such as cell differentiation, tissue development, response to wounding and cell adhesion molecule, were among the top GO terms and KEGG pathways enriched in differentially expressed lncRNAs (Fig. 3). This result prompted us to investigate whether some of the mis‐expressed lncRNAs may regulate genes that play important roles in EMT. 

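The array carried separate probes for each strand of uc.77, a transcribed ultraconserved region that Table S2 associates with Zeb2. The signal of the uc.77+ probe was 231 on the control array and 718 on the paraquat array, a log2 difference of 2.47 or 5.53-fold. After the local median correction by array position, chosen after seeing the data, its log2 difference was 2.08, or 4.24-fold. Over the alternatives chosen before the data were examined, it lay between 1.63 with no normalization and 2.56 with a 75th percentile shift. The uc.77- probe moved the other way, with signals of 279 and 32.8 and a log2 difference of -2.20. Table S2 associates ENSMUST00000139055 with Hoxa3. Its probe had signals of 244 on the control array and 1101 on the paraquat array, a log2 difference of 2.96 that became 3.27 after the same position correction. Over the alternatives chosen before the data were examined, it lay between 2.17 with no normalization, which is 4.51-fold, and 3.09 with a 75th percentile shift. With the signals before normalization scaled on Gapdh, also chosen after seeing the data, the log2 difference was 0.43 for uc.77+ and 0.96 for ENSMUST00000139055, and with quantile normalization before this scaling it was 1.27 and 1.77. The array files do not tie this transcript to the name 2700086A05Rik. In RefSeq on the GRCm38.p6 assembly, 2700086A05Rik is an older name of Hoxaas3, a lncRNA gene whose extent overlaps that of Hoxa3. The same annotation places the lncRNA gene Zeb2os within the extent of Zeb2. The array design used the mm9 assembly, so no coordinates of this annotation were set against it. No probe could be assigned to Zeb2 or Hoxa3 by name, and their mRNA levels were not analysed here.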

Interestingly, through querying UCSC genome browser (http://genome.ucsc.edu/) and NCBI database (http://blast.ncbi.nlm.nih.gov/), two up‐regulated lncRNAs: uc.77 and 2700086A05Rik (05Rik), were found to overlap with *Zeb2* and *Hoxa3* genes respectively. Zeb2 (zinc‐finger enhancer binding 2) is a transcription factor critical for the initiation of EMT 17. Notably, levels of Zeb2 are under the control of the miR‐200 family which is known to promote epithelial differentiation, while its regulation by lncRNA has not been reported. *Hoxa3* belongs to the homeobox family of genes which encode a highly conserved family of transcription factors that are important for morphogenesis and cell differentiation. In particular, *Hoxa3* has been implicated in the fate determination of mesenchymal tissues 18, 19. We found that uc.77 was located upstream of the intron of *Zeb2* gene, while 05Rik was located downstream of the intron of *Hoxa3* gene (Fig. 4A), raising the possibility that the expression of *Zeb2* and *Hoxa3* may be affected by uc.77 and 05Rik respectively. In agreement, *Zeb2* expression was up‐regulated in paraquat‐treated pulmonary tissues, while *Hoxa3* expression was down‐regulated (Fig. 4B). Importantly, the location and sequence of uc.77 and 05Rik are highly conserved (Fig. 4A), suggesting that these lncRNAs likely regulate the same target genes in a similar manner in human.

**Figure 4:**
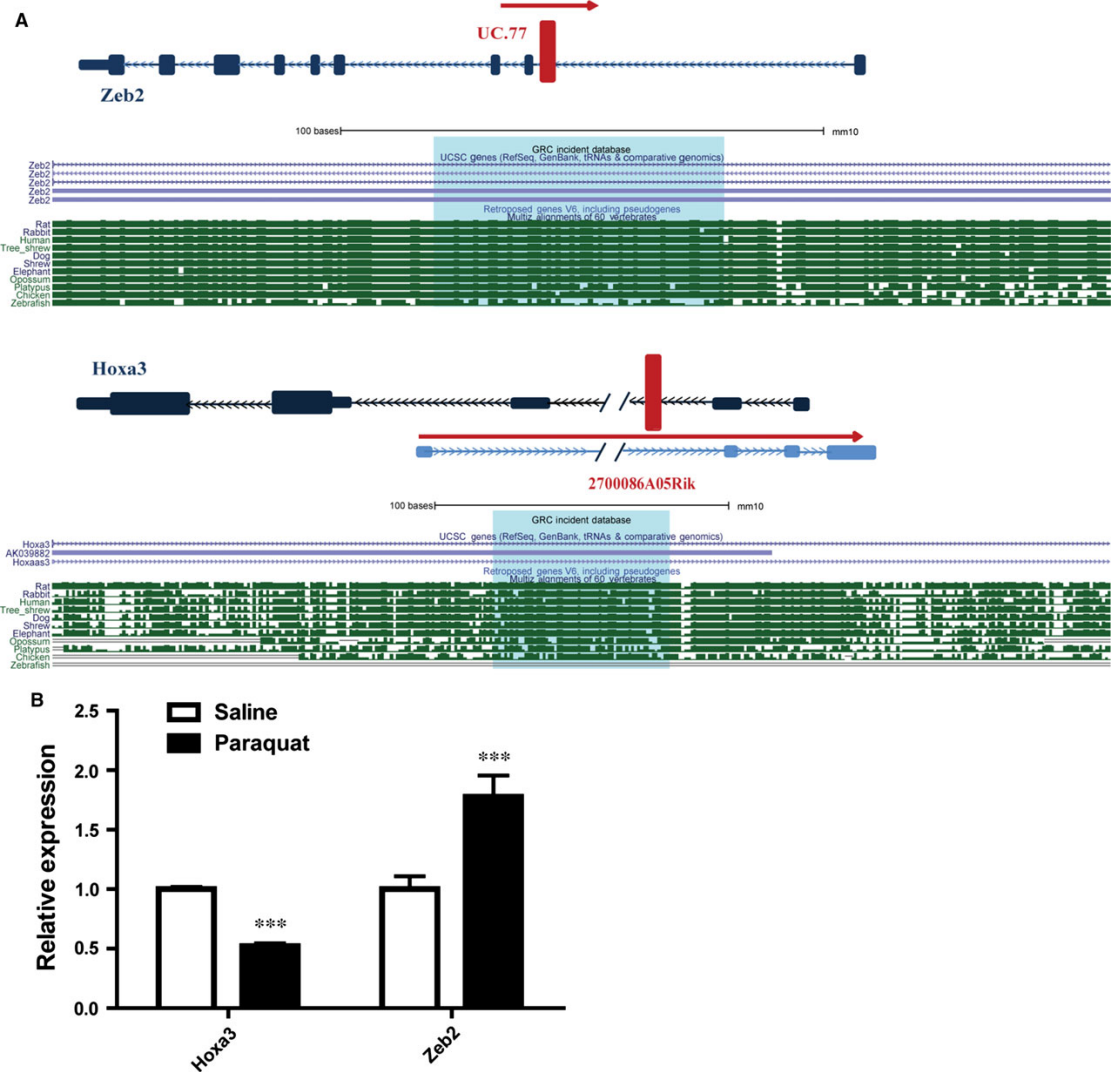
Target gene prediction for uc.77 and 05Rik. (**A**) Schematic representation of uc.77 and 05Rik loci. The red box shows the location of lncRNAs relative to *Zeb2* and *Hoxa3* genes respectively. Lower panels show the sequence alignments of the lncRNA loci in various species. (Download the browser graphic from: http://genome.ucsc.edu/cgi-bin/hgGateway). (**B**) Q‐RTPCR results showing the differential expression of *Hoxa3* and *Zeb2* in saline‐treated *versus* paraquat‐treated lung tissues. Error bar represents biological replicates (*n* = 4). ***, *P* < 0.001 in comparison to saline‐treated control mice).

### uc.77 and 05Rik promote EMT in human lung epithelial cells

To directly establish the causality between up‐regulation of uc.77 and 05Rik and changes in the expression of *Zeb2* and *Hoxa3* in human, we overexpressed uc.77 and 05Rik in human lung epithelial A549 cells (Fig. 5A and B) and found that increased uc.77 led to an enhanced RNA and protein expression of *Zeb2*, while 05Rik overexpression suppressed *Hoxa3* transcription (Fig. 5C, D and F). These findings are consistent with the results from our mouse model studies (Fig. 4B). Given the pivotal roles of *Zeb2* and *Hoxa3* in EMT, we also tested the effects of uc.77 and 05Rik increase on the expression of well‐known EMT markers. Expression of epithelial markers such as E‐cad, epithelial cell adhesion molecule and KRT5 was significantly downregulated in A549 cells transfected with uc.77 or 05Rik. Moreover, there was a >2‐fold increase in the expression levels of mesenchymal markers including vimentin and α‐SMA. Furthermore, ECM markers (MMP‐2 and MMP‐9) showed enhanced expression after uc.77 or 05Rik transfection (Fig. 5E). Immunoblotting and IF analyses confirmed that at the protein level there was a reduced expression of E‐cad and increased expression of vimentin, N‐cad and α‐SMA (Fig. 5F and G). As A549 cells are derived from cancerous source, we also validated our findings with primary bronchial epithelial cells isolated from healthy adults (Fig. S2A and B). Finally, A549 cells overexpressing uc.77 or 05Rik also exhibited morphological changes that are characteristic of EMT, including a more spindly and elongated cell shape and pronounced scattering of cells (Fig. S2C). Taken together, these data suggest that uc.77 and 05Rik regulate the expression of their predicted targets and are able to at least partially promote EMT.

**Figure 5:**
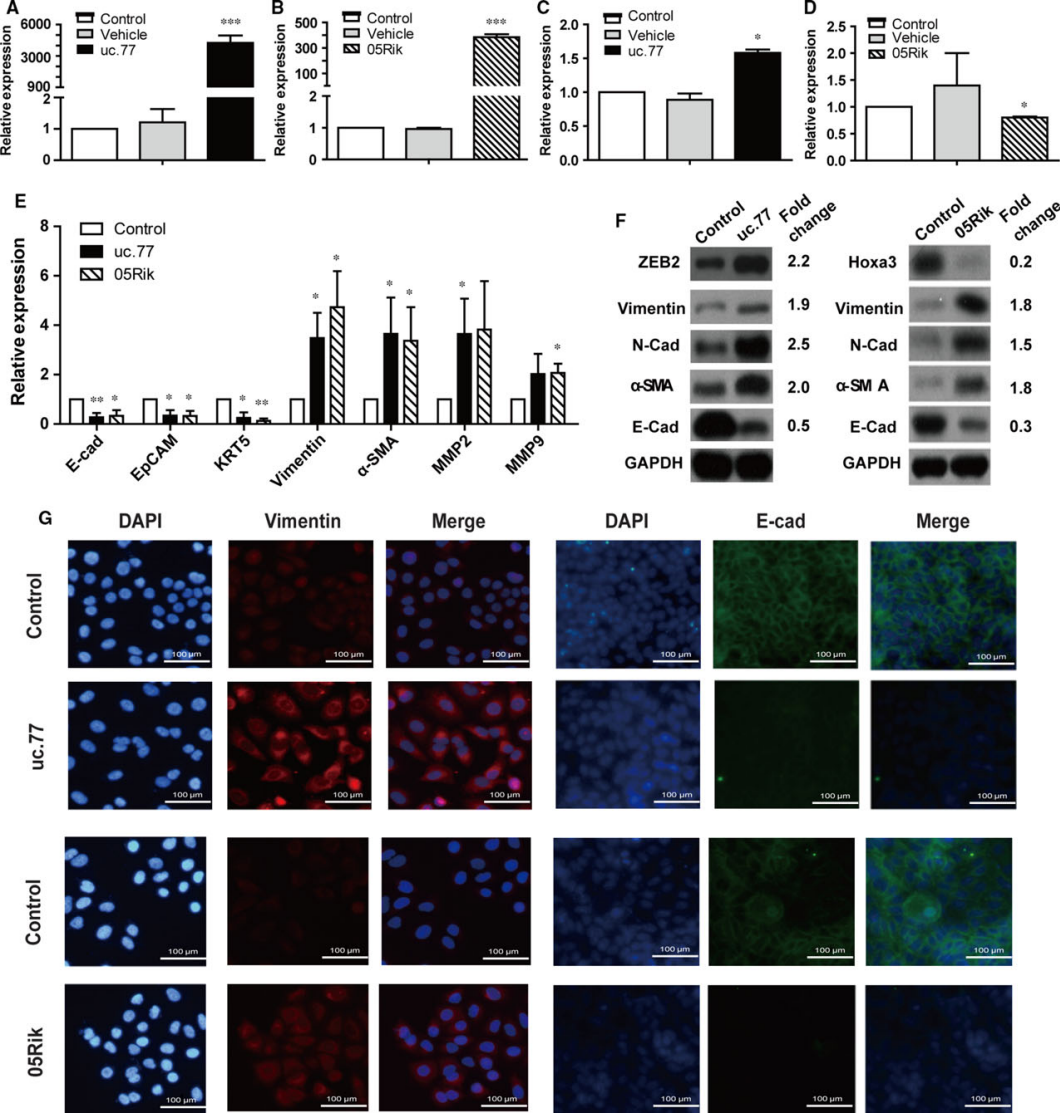
uc.77 and 05Rik lncRNAs regulate target gene expression and partially promote EMT. (**A** and **B**) Q‐RTPCR validation of the overexpression of uc.77 or 05Rik in A549 cells transfected with respective lncRNA. Error bar represents biological replicates (*n* = 3). ***, *P* < 0.001 in comparison to either mock‐transfected cells or cells transfected with control vector. (**C** and **D**) Q‐RTPCR measurement of the expression of *Zeb2* and *Hoxa3* in A549 cells transfected with uc.77 or 05Rik respectively. Error bar represents biological replicates (*n* = 3). *, *P* < 0.05 in comparison to either mock‐transfected cells or cells transfected with control vector. (**E**) Q‐RTPCR measurement of the expression of epithelial markers (E‐cadherin, EpCAM and KRT‐5), mesenchymal or myofibroblast markers (Vimentin and α‐SMA), and extracellular matrix (ECM) markers (MMP‐2 and MMP‐9) in A549 cells transfected with uc.77 or 05Rik respectively. Error bar represents biological replicates (*n* = 3). *, *P* < 0.05, **, *P* < 0.01 in comparison to cells transfected with control vector. (**F**) Western blots showing changes in protein expression of various EMT markers in A549 cells transfected with control or uc.77 or 05Rik lncRNA. The band intensity was quantified and the fold change (lncRNA/control normalized to GAPDH) was shown on the right. (**G**) Immunofluorescence images showing staining of A549 cells transfected with control or uc.77 or 05Rik lncRNA with DAPI (blue), or antibodies against vimentin (red) or E‐cad (green). Scale bar represents 100 μm.

### ZEB2 plays a critical role in uc.77‐induced EMT

Similar to microRNAs, many lncRNAs are likely to have more than one target genes and thus a pleiotropic effect. To verify that the predicted target gene is not only regulated by lncRNA, but also pivotal to the EMT phenotype induced by lncRNA, we used siRNA to knockdown ZEB2 and found that loss of ZEB2 was sufficient to reverse the onset of EMT upon uc.77 overexpression (Fig. 6A and B). Therefore, it seems that enhanced expression of ZEB2 is an indispensable part of the mechanism by which uc.77 promotes EMT during lung fibrosis.

**Figure 6:**
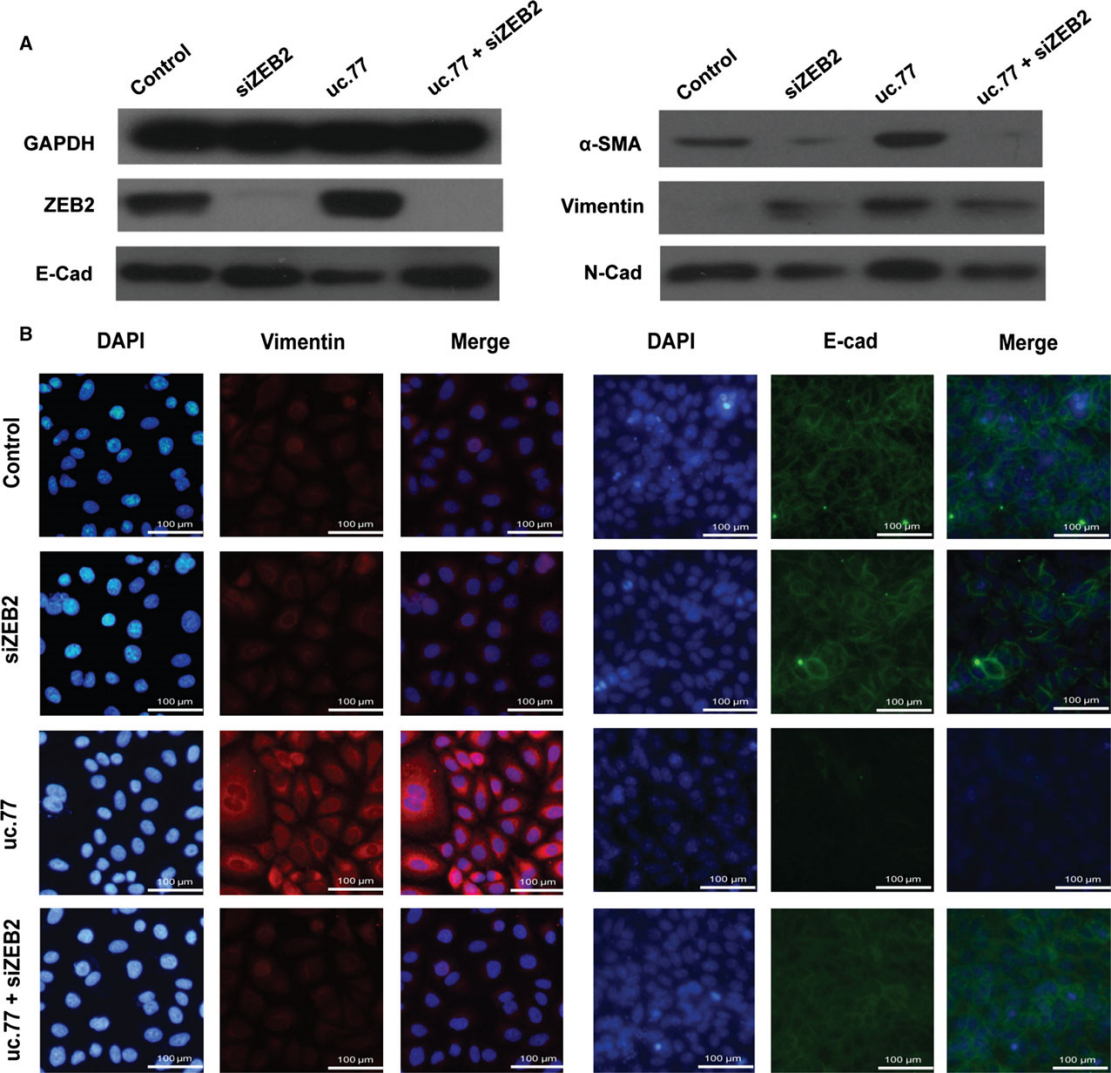
ZEB2 plays a critical role in uc.77‐induced EMT. (**A**) Western blots showing changes in protein expression of various EMT markers in A549 cells transfected with control, ZEB2 siRNA, uc.77 or ZEB2 siRNA + uc.77. (**B**) Immunofluorescence images showing staining of A549 cells transfected with control, ZEB2 siRNA, uc.77 or ZEB2 siRNA + uc.77 with DAPI (blue) or antibodies against vimentin (red) or E‐cad (green). Scale bar represents 100 μm.

## Discussion

In this study, we provide evidence that misregulation of lncRNAs is a prominent feature associated with the development of pulmonary fibrosis induced by paraquat in mouse. Importantly, we identified potential targets of two of the mis‐expressed lncRNAs to be crucial regulators of EMT, and demonstrated that their overexpression was sufficient to alter the transcription of target genes and partially facilitate EMT of human lung epithelial cells. Collectively, our data support a novel causal role of lncRNA in the development of EMT – a critical step in the progression of pulmonary fibrosis.

Although lncRNAs have been only recently described, they have emerged as important regulators of a wide range of biological processes including epigenetic control of gene expression. Previous studies have implicated lncRNAs in the pathogenesis of a variety of human diseases 20, and other non‐coding RNAs such as microRNAs are involved in the development of pulmonary fibrosis 15. Therefore, it is plausible that lncRNAs may similarly play an important role in this disease. Indeed, using the second‐generation lncRNA microarray, we identified 513 up‐regulated and 204 down‐regulated lncRNAs in paraquat‐induced fibrotic lung tissues compared with normal tissues by setting a threshold of fold change ≥5.0. The profound difference in lncRNA transcriptome between normal and fibrotic tissues not only imply that lncRNAs may participate in the disease initiation and progression, but also suggest that lncRNAs may be developed as valuable biomarkers for IPF in human.

Our work, together with earlier studies of lncRNA profiling using a bleomycin‐induced lung fibrosis model in rats 21, 22, represent the first investigations of lncRNAs’ function in animal models of IPF. Notably, there are a number of important distinctions between pulmonary fibrosis induced by bleomycin and paraquat in rodents 23, 24, 25. Our pathological analysis revealed that paraquat‐treated lungs exhibited prominent destruction of pro‐fibroblasts, intra‐alveolar fibrosis and obliterative fibrosis. In contrast, bleomycin treatment first induces desquamated cells and disintegrated alveoli, before interstitial fibrosis develops with fibrous thickening of the alveolar wall. Therefore, bleomycin exposure causes repetitive micro‐injuries over a period of weeks to months, while paraquat exposure results in a single acute lung injury. Moreover, unlike bleomycin, fibroblastic cells because of paraquat poisoning appear within the alveoli and do not arise from the alveolar cells themselves. Hence, although phenotypically similar, the underlying mechanisms of lung fibrosis modelled by bleomycin *versus* paraquat appear to be different. This notion is supported by the recent findings that on the transcriptome level there was a significant difference between fibrotic lung tissues from bleomycin‐ and paraquat‐treated mice 6 and by the fact that there is limited overlap between the lists of differentially expressed lncRNAs reported by us and Cao *et al*. 21. We believe that paraquat‐induced mouse model of lung fibrosis represents an important and complementary tool to fully understand IPF in human.

Interestingly, when we performed GO and KEGG pathway analysis to gain functional insights into how lncRNA might facilitate fibrosis development, a number of top enriched biological processes such as lung or epithelium development and response to wounding are closely linked to EMT. We therefore hypothesized that some of the dysregulated lncRNAs may promote lung fibrosis *via* directly targeting genes involved in EMT. Through bioinformatic analysis, we identified two of such lncRNAs, uc.77 and 05Rik. uc.77 is up‐regulated in fibrotic lung tissues and is predicted to target *Zeb2*. Zeb2 is well‐known for its important role in EMT. For example, it was shown that the complete suppression of EMT, either through genetic or pharmacological approaches, requires inhibition of Zeb2 expression 26, 27. 05Rik, also up‐regulated in fibrotic lung tissues, is predicted to control the expression of *Hoxa3*. As part of clusters A of homeobox genes, Hoxa3 acts as a ‘master’ transcription factor to affect a variety of developmental pathways. Previous studies have demonstrated that Hoxa3 can modulate tissue remodelling *via* coordinated changes in both epithelial and endothelial cell gene expression and behaviour during wound repair 28. Furthermore, altered expression of *Hoxa3* genes has been linked to pathologically induced tissue remodelling associated with tumorigenesis, as well as the process of wound repair 29.

Importantly, we validated our prediction by demonstrating that overexpression of uc.77 in cells caused an increase in *Zeb2* expression, while overexpression of 05Rik led to suppression of *Hoxa3* in human lung epithelial cells. Consistently, in paraquat‐treated fibrotic lung tissues, *Zeb2* expression was elevated while *Hoxa3* showed decreased expression. These data are consistent with the fact that both lncRNA loci are well‐conserved and suggest that the molecular function of uc.77 and 05Rik are likely to be conserved from mouse to human. It is unclear how uc.77 and 05Rik impact their target gene expression. Unlike microRNA which mainly suppresses target gene expression, gene regulation by lncRNA is more complex and poorly understood. Certain lncRNA such as HOTAIR is known to recruit transcription repressive complex to target genes to silence their expression 30. On the other hand, some lncRNA such as Evf‐2 may act to recruit specific transcription factor to enhance target gene expression 31. Future investigation is required to fully dissect the molecular mechanism by which uc.77 and 05Rik regulate the expression of EMT genes.

Lastly, we showed that overexpression of uc.77 and 05Rik was sufficient to decrease the RNA and protein expression of epithelial markers such as E‐cad while increase the expression of mesenchymal markers including vimentin and α‐SMA in both transformed and primary human lung epithelial cells. Cells expressing uc.77 and 05Rik also exhibit alterations in morphology that are typically associated with EMT. Moreover, consistent with our prediction and a critical role of ZEB2 in EMT, depletion of ZEB2 was sufficient to abolish the induction of EMT by uc.77. These findings are in agreement with recent reports demonstrating that paraquat is sufficient to induce EMT *in vitro* 32, 33. Although future investigation is required to determine whether suppressing uc.77 and 05Rik could attenuate EMT and hinder the fibrotic process, our results support the notion that mis‐regulated lncRNAs may facilitate the development of paraquat‐induced pulmonary fibrosis *via* promoting EMT.

In conclusion, our results implicate lncRNAs as important mediators in animal model of IPF and suggest that they function at least in part *via* regulating expression of genes involved in EMT. Given that the gene targets and molecular mechanisms of many lncRNAs in current study, including uc.77 and 05Rik, are conserved in human, future study is warranted to determine whether similar changes in lncRNAs transcriptome are observed in patients with IPF and assess lncRNAs as potential therapeutic targets in IPF.

## Conflicts of interest

The authors confirm that there are no conflicts of interest.

## Author contribution

Jinsong Zhang and Hao Sun designed the research study; Wei Chen collected and performed the *in vitro* experiments including plasmid construction and cell transfection. Junjie Chen and Lei Jiang performed the research of animal modelling; Jun Wang and Wenyi Qian performed cell culture experiments; Junjie Chen and Lei Jiang drafted the manuscript; Jiang Kang and Li Qiao offered critical intellectual contribution to manuscript writing. Hao Sun and Jinsong Zhang did manuscript editing and final approval. We sincerely appreciate Dr. David A. Schwartz (Department of Medicine, University of Colorado) for his help in technical optimization and critical evaluation of our experimental results.

## Supporting information

**Figure S1** (**A**) Pie chart showing 31,423 lncRNAs identified from the most authoritative databases. (**B** and **C**) Scatter plots showing the expression variation between the control and paraquat‐treated lung tissues for lncRNAs (**B**) and mRNA (**C**). LncRNAs or mRNAs above the top green line and below the bottom green line show more than threefold change. Click here for additional data file.

**Figure S2** (**A**) Western blots showing changes in protein expression of various EMT markers in human bronchial epithelial cells transfected with control or uc.77 or 05Rik lncRNA. (**B**) If images showing staining of human bronchial epithelial cells transfected with control or uc.77 or 05Rik lncRNA with DAPI (blue), or antibodies against vimentin (red) or E‐cad (green). Scale bar represents 100 μm. (**C**) Representative microscopic images of A549 cells at 72 hrs after transfection with control vector or uc.77 or 05Rik. Images were taken using phase contrast microscopy (magnification: upper‐100×; lower‐200×). Click here for additional data file.

**Table S1** Sequence of RT‐qPCR primers. Click here for additional data file.

**Table S2** Differentially expressed lncRNAs. Click here for additional data file.

# Supplementary material for: Integrated long non‐coding RNA analyses identify novel regulators of epithelial‐mesenchymal transition in the mouse model of pulmonary fibrosis
**Source:** J Cell Mol Med. 2016 Jan 29;20(7):1234–46. doi: 10.1111/jcmm.12783
**Supplement:** Supplementary file 3 — Table S1 Sequence of RT‐qPCR primers.

**Supplementary Table 1. Sequence of RT-qPCR primers**

| LncRNAs/Gene | Primers sequence(5’ to 3’ ) | |
| --- | --- | --- |
|  | Forward | Reverse |
| GAPDH | GGTGAAGGTCGGTGTGAACG | CTCGCTCCTGGAAGATGGTG |
| UC007mmq.1 | CGACTGGAGGAGAAGAGGTG | ATTCAGACGGGCATTCAAAG |
| AK052811 | ATTGGAATGGCAGGACTTTG | GCCCAGAGCTTAGGAGGACT |
| UC008dzl.1 | CCAGAGCGGAGAGGTATCTG | GGGAATCCTCGACTTCCTTC |
| ENSMUST00000159621 | CACAGACCCCAAGATCCAGT | ACCAACAAGAAGGCATCCAG |
| 2700086A05Rik | GCAAGAAGCCCTGTTGTCTC | CGTCGTCTCTCTTCCCACTC |
| UC.77 | CTGTCACACTGCTCCCAAGA | TCAGCCAAAGATGCTTGAAA |
| UC009ktt.1 | GGTTCCATCTGCAGTGGTTT | CCCCTACCCTTCAGATCCAT |
| ENSMUST00000121776 | TGGCATCCTCCTCATCTTTC | GCCTATGCAGAGGAGTTTGG |
| UC.455- | ACCTAGGGGACCACGGTACA | CGTGATGAATAAATGCCCATC |
| BC027568 | TCCGGTACATCCCTCTTCTG | TACCCTCGCAATGAGTTTCC |
| ENSMUST00000065709 | ACCCCCTATTTGGTGGACTC | AAAGCCAAGCCTGTTTAGCA |
| UC.456 | ACCCTTTGGCTGACCTTACC | TGAGGTTTTTGGTGGTGGTT |
| ENSMUST00000119054 | TGCATGTGACATCAAGCAAA | CTCCCCTGAGGATGATGAAA |
| ENSMUST00000120952 | AGGGTCGTCTTCACTGTGCT | AAGTGGTGCCTGATGGAAAG |
| ZEB2 | CCACCAGCCCTTTAGGTGTA | CCCTTGTTCTTCTGGCTGAG |
| HOXA3 | GGCCTGCTTCTTCTGCATAC | GGCCTGCTTCTTCTGCATAC |

# Supplementary material for: Integrated long non‐coding RNA analyses identify novel regulators of epithelial‐mesenchymal transition in the mouse model of pulmonary fibrosis
**Source:** J Cell Mol Med. 2016 Jan 29;20(7):1234–46. doi: 10.1111/jcmm.12783
**Supplement:** Supplementary file 4 — Table S2 Differentially expressed lncRNAs.

| **Supplementary Table 2. Differentially expressed lncRNAs** | | | | | | | | | | |
| --- | --- | --- | --- | --- | --- | --- | --- | --- | --- | --- |
| A, Up-regulated lncRNAs | | | | | | | | | | |
| Seqname | | Source | RNA  length | | Regu-  lation | Chrom | Fold change | Raw  Control | Raw  Sample | Associated gene |
| uc007kvj.1 | | UCSC | 1387 | | Up | chr11 | 15.47 | 92.08 | 934.74 | Mrps23 |
| AK131705 | | fantom3 | 456 | | Up | chr11 | 14.77 | 150.23 | 1489.76 | Phospho1 |
| NR_028331 | | RefSeq | 473 | | Up | vhr11 | 11.90 | 116.46 | 899.06 | Zfp672 |
| NR_003546 | | RefSeq | 1637 | | Up | chr13 | 11.29 | 127.10 | 929.85 | 2410002O22Rik |
| AK016356 | | fantom3 | 712 | | Up | chr16 | 11.20 | 267.72 | 2015.30 | Dscr3 |
| AK005145 | | fantom3 | 525 | | Up | chr8 | 8.72 | 201.46 | 1142.55 | Efha2 |
| uc009opl.1 | | UCSC | 1628 | | Up | chr9 | 8.53 | 176.79 | 969.40 | 7-Sep |
| uc007vkn.1 | | UCSC | 1482 | | Up | chr15 | 8.27 | 1103.89 | 6258.13 | Sema5a |
| uc008dzl.1 | | UCSC | 586 | | Up | chr18 | 7.53 | 291.90 | 1434.07 | Epc1 |
| NR_015507 | | RefSeq | 1267 | | Up | chr1 | 6.71 | 87.92 | 354.41 | Ncl |
| U59418 | | lincRNA | 1796 | | Up | chr12 | 6.41 | 1032.02 | 4552.31 | Dio3 |
| AI551087 | | lincRNA | 446 | | Up | chr11 | 5.90 | 298.47 | 1116.31 | Ankrd36 |
| uc009ktt.1 | | UCSC | 1129 | | Up | chr8 | 5.84 | 91.66 | 314.74 | Elavl1 |
| AK006956 | | NRED | 545 | | Up | chr6 | 5.68 | 150.16 | 521.86 | Nrf1 |
| **uc.77+** | | UCR | 296 | | Up | chr2 | 5.04 | 231.28 | 718.07 | Zeb2 |
| **ENSMUST00000139055** | | Ensembl | 575 | | Up | Chr6 | 7.05 | 244.43 | 1101.14 | Hoxa3 |
| B, Down-regulated lncRNAs | | | | | | | | | | |
| Seqname | Source | | | RNA  length | Regu-  lation | Chrom | Fold change | Raw  Control | Raw  Sample | Associated gene |
| uc007hdb.1 | UCSC | | | 891 | Down | chr10 | -15.14 | 20183.46 | 1018.18 | Lyz2 |
| uc007kgm | UCSC | | | 208 | Down | chr11 | -10.89 | 7947.43 | 492.50 | Ssh2 |
| ENSMUST00000040306 | Ensembl | | | 1042 | Down | chr17 | -10.12 | 49601.20 | 4545.77 | H2-Ea-ps |
| uc008vfy.1 | UCSC | | | 2169 | Down | chr4 | -8.46 | 17123.13 | 1610.60 | D4Wsu53e |
| uc.420- | UCR | | | 233 | Down | chr11 | -7.66 | 19786.43 | 2113.88 | Ddx5 |
| uc009mqh. | UCSC | | | 1971 | Down | chr8 | -7.52 | 1265.02 | 85.83 | Itfg1 |
| uc009rwm.1 | UCSC | | | 2009 | Down | chr9 | -7.23 | 10325.13 | 1058.93 | Pdcd6ip |
| NR_033197 | RefSeq | | | 1214 | Down | chr15 | -7.03 | 28846.22 | 3456.44 | Jrk |
| uc007ism.1 | UCSC | | | 213 | Down | chr11 | -6.69 | 9276.96 | 1013.20 | Hnrnph1 |
| uc007sgh.1 | UCSC | | | 363 | Down | chr14 | -6.76 | 292.17 | 21.57 | Thoc7 |
| ENSMUST00000121455 | Ensembl | | | 2257 | Down | chr11 | -6.75 | 3185.95 | 267.46 | Ssh2 |
| uc.50- | UCR | | | 222 | Down | chr17 | -6.07 | 1885.01 | 163.69 | Srsf7 |
| uc008vzg.1 | UCSC | | | 3803 | Down | chr4 | -5.61 | 9524.59 | 1271.26 | Plekhg5 |
| NR_036615 | RefSeq_NR | | | 2752 | Down | chr17 | -5.39 | 3667.98 | 403.34 | Srsf7 |
| uc009ihm.1 | UCSC | | | 730 | Down | chr7 | -5.30 | 1817.88 | 182.64 | Crebzf |
| AK031320 | fantom3 | | | 1794 | Down | chr10 | -5.04 | 1586.47 | 165.43 | Pln |
| This list exhibit parts of the lncRNAs microarray data. 16 up-regulated and 16 down-regulated lncRNAs were shown as above. It contains the lncRNAs’ name (seqname), source, length, location in chromosome, raw intensities of each group and also their associated genes | | | | | | | | | | |

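The raw intensities printed in Table S2 identify the probes behind its entries. Each of the 32 pairs of intensities matched the processed spot signals of exactly 1 probe on the control and paraquat arrays, and all 32 probes were on the lncRNA side. In the authors' processed values, the fold change of all 32 was within 0.01 of the value the table gives. The probe of uc007kvj.1, listed with the largest rise, had been marked as an outlier spot on the paraquat array by Feature Extraction, so it was left out here, which leaves 31 lncRNAs. With quantile normalization over 59625 probes, all 31 changed in the direction the table gives and by at least 5-fold. The log2 differences of the 15 that rose lay between 2.47 and 4.06, and those of the 16 that fell between -3.86 and -2.45. The median ratio of these fold changes to those of the table was 1.09. Without normalization, 7 of the 15 rises and all 16 falls were at least 5-fold, and with a 75th percentile shift all 15 rises and 11 of the 16 falls were. With normexp these counts were 10 and 12, and with no background subtraction they were 12 and 12. After subtraction of the local median by array position, chosen after seeing the data, 12 of the rises and 13 of the falls were at least 5-fold. With the signals before normalization scaled on Gapdh, also chosen after seeing the data, 0 of the 15 rises and all 16 falls were, and with quantile normalization before this scaling 4 of the rises and all 16 falls were.

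**Figure D3:**
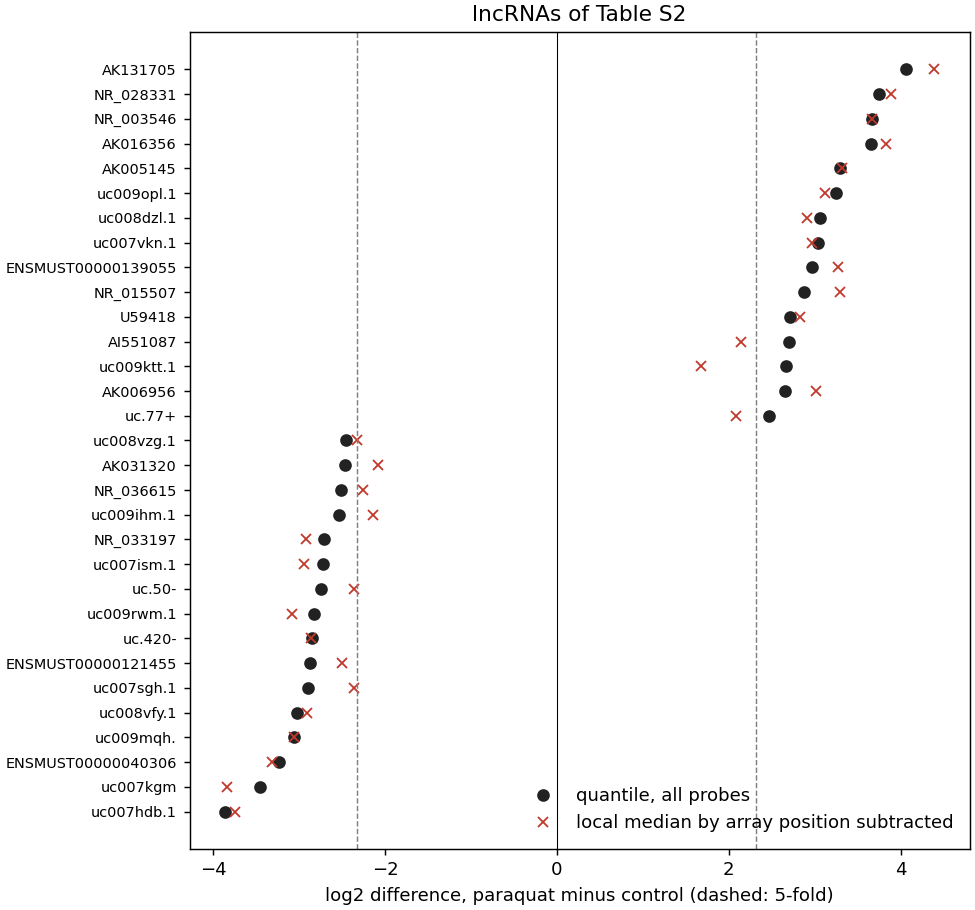
Log2 difference (horizontal axis, paraquat minus control) of the 31 measured lncRNAs of Table S2, with 1 array per group. Circles give the quantile-normalized values and crosses the values after subtraction of the local median by array position, and the dashed lines mark 5-fold.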

How the deposited data were processed for this re-analysis (not part of the article)

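Lung RNA of mice given saline and of mice given paraquat was measured on 1 array per group, each with RNA of 3 mixed lungs according to the sample labels. The arrays were 1-colour Agilent arrays of the Arraystar mouse lncRNA design, annotated on mm9. The paper names the scanner G2505B and GeneSpring GX with quantile normalization, and its text does not name a filter on dim probes for the counts at 5-fold.

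The authors deposited the spot intensity of each array as Feature Extraction gave it, which is background-subtracted and corrected for trends across the slide but not normalized between arrays. They also deposited processed values of 14331 probes on a log2 scale. Each column of these had a rank correlation of 1 with the processed signal of its array, and the differences between the arrays had a slope of 0.946 against those computed here. Their values hold no probe of the inferred mRNA side, so no mRNA count was made from them. All columns of values used were assigned to an array.

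From the intensities, the log2 of the processed signal was taken, spots of 1 probe were averaged, outlier spots and negative probes were left out, and the arrays were quantile-normalized over 59625 probes. The difference is the paraquat minus the control log2 value. Counts at 5-fold cover probes well above background on at least 1 array and use the signals as measured, so a probe counted there can have a smaller bound. Where a single probe well above background on 1 array only is named, its difference was given as a lower bound, computed against the lowest signal of a probe well above background on the other array, which was 19.4 on the control array and 13.2 on the paraquat array. With 1 array per group no test was run, and no p-value or SD between animals can be given. The number of arrays limits the precision of every difference.

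Named in the text are the lncRNAs and genes that the paper names and that a column of the files or the raw intensities in Table S2 assign to a probe, the probes with the largest changes among 511 that passed 5-fold under quantile, 75th percentile, loess and normexp settings, and members of fixed gene lists. This rule was set before the data were examined. It does not cover the repeatedly spotted reference genes outside these lists, which are named as well. Nor does it cover the Y chromosome genes, which were picked out after their values were seen. Of 123 RefSeq accessions among the probe names, 116 matched the RefSeq table of GRCm38.p6, giving 112 symbols. Of the list of reference genes, 6 of 7 members had a name. Their median log2 difference was 0.44, at percentile 93.5 of 10000 random lists of detected probes matched on mean signal, which describes these 2 arrays. Of the list of the paper's targets only Gapdh was found, which is also in the list of reference genes. The lists for epithelial and mesenchymal markers, matrix proteases, collagen and matrix, neutrophils, T cells, B cells, macrophages, alveolar type I and II cells, club cells, erythroid cells, MHC class II, proliferation, p53 targets, oxidative stress and heart muscle had 0 members with a name, so the cell makeup of the lungs was not examined.

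Alternatives chosen before the data were examined were 75th percentile and median shifts, no normalization, loess, scaling on spike-in probes, normexp with an offset of 50, no background subtraction, other filters on dim or saturated probes, the authors' processed values, thresholds of 3-fold and 2-fold, and quantile normalization over detected probes. The normexp step used the median spot signal, since the files used here do not hold the mean. Scaling on spike-in probes used 3 of 10 such probes, those well above background in most of their 35 spots on both arrays, with median signals between 30.6 and 77.5 on the control array. These probes also varied with the column, and their log2 signal in columns 1 to 64 minus that in the columns above 80 was -2.19, -1.21 and -0.002 on the control array. A further 7 alternatives were added after seeing the data. The normalization was tested on simulated data for the paraquat against the control array, with 200 of 59625 probes changed by 3 on the log2 scale. At 5-fold 97% of them were recovered with 0 false calls. Both simulated arrays were built from the control values with small noise, and only brighter probes were changed. The real log2 difference had an SD of 1.05 on the lncRNA side and 1.11 on the mRNA side. The 0 false calls therefore follow from the setting and put no bound on false calls in the data. With the local median correction and a patch planted as a uniform shift of the normalized paraquat values, 96.5% were recovered. False calls were not counted there.

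Python 3.11.15 with numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, statsmodels 0.14.6 and matplotlib 3.10.9, and R 4.3.3 with limma 3.58.1 were used. Gene Ontology and pathway enrichment were not repeated, since most probes carry no gene name in the files. The PCR, staining and cell culture experiments were not analysed here.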

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

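The tests by array column, on repeated spots and on Y chromosome genes in this part were chosen after the results were seen, while the scaling alternatives, no normalization among them, were planned. Each group had 1 array, so none of the patterns has a replicate check.

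Probes that rose on the paraquat array were concentrated on 1 side of the array, a pattern the paper does not report. In columns 1 to 64, 12.1% of detected lncRNA-side probes were at least 5-fold higher, and at the 2.84% found in the columns above 80 there would have been 211 such probes where 902 were counted. An uneven placement of lncRNA and mRNA probes is argued against, since within the mRNA side 8.26% were at least 5-fold higher in columns 1 to 64 and 2.26% in the columns above 80. The trend correction that was applied to the paraquat array alone is argued against, since the share in columns 1 to 64 was 11.1% with the signal before that correction. Quantile normalization is argued against, since the share was 4.01 times that in the columns above 80 with no normalization. A candidate explanation that remains open is a local loss of signal on the control array that was larger than on the paraquat array. Over the 15 reference genes, spots of the same gene in columns 1 to 64 were lower than those in the columns above 80 by a median log2 difference of -0.20 on the control array, and 12 of 15 genes were lower there. On the paraquat array the median was 0.11 and 3 of 15 genes were lower. Dim reference genes differed most on the control array, with -1.93 for Ldhal6b and -1.84 for Gk. Over 9 control probes well above background in most of their spots in the columns above 80, the difference had a median of -1.53 and a range of -2.61 to -0.002 on the control array. On the paraquat array it had a median of -0.42 and a range of -0.96 to 0.13, so 8 of these 9 were lower in columns 1 to 64 there as well, though each by less than on the control array. Choosing these probes by their signal in the columns above 80 can by itself lower the difference of dim probes on both arrays. The design gives no biological explanation that depends on the column of a probe.

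The spots of Gapdh, which the paper used as the reference of its PCR, were higher on the paraquat array by 1.20 on the log2 scale, and its rise was seen under every planned scaling. The reference genes moved apart. The log2 difference of 9 of 15 lay beyond 2 SD of the difference between spots of the same gene, from -2.01 for Hsp90ab1 to 1.20 for Gapdh, whose SDs were 0.192 and 0.181. Ldhal6b, Gk, G6pd2, Hprt, Gusb and Nono did not pass 2 of their own SDs. A single scaling factor per array is argued against as the cause, since it leaves the range over the 15 genes unchanged and that range was 3.52 with no normalization. The array position is argued against as the cause of the whole range, which was 3.43 over the spots in the columns above 80. An effect of paraquat on these genes and differences between the 2 RNA pools stay open and were not tested. Directions of some other reference genes depended on the scaling and are listed with the processing alternatives.

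Probes for Y chromosome genes, named through RefSeq and picked out after their values were seen, were detected more often on the paraquat array although both groups were male. Of 23 such probes, 11 were well above background on the paraquat array only and 0 on the control array only, while 9 were detected on both arrays and 3 on neither. Among 78 of the other probes named through RefSeq, 9 were detected on the paraquat array only and 4 on the control array only. After quantile normalization, the rises of the 11 probes were at least 2.92-fold to at least 13.4-fold, with Sly at least 10.8-fold higher. These bounds depend on the scaling of the arrays. Among the 9 probes detected on both arrays, the signal before normalization fell for Gm20738 (783 to 502) and H2al2b (55.9 to 51.8). It rose for the others. The array position of the Y chromosome probes is argued against as the only cause, since 6 of the 11 lay in the columns above 80. Of all 23 probes 15 lay there, so a part played by position is not excluded. RNA of another tissue or genomic DNA in the paraquat pool may be a source and cannot be told apart from an effect of paraquat, because the 3 probes detected on neither array decide nothing and no list of another tissue had named members. Several of these genes may be near-identical copies that bind the same RNA, so the 11 probes are not independent.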

How the results depend on the processing

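Tests and alternatives chosen after the results were seen are the signal before detrending, the local median by array position, the columns above 80 only, scaling on Gapdh from the signals before normalization, quantile normalization followed by scaling on Gapdh, all probes without a class split and quantile normalization over the probes of the authors' processed values. The others were planned. No paired analysis was possible because each group has 1 array. A slide block was not run for the same reason.

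The counts at 5-fold depended strongly on the processing. On the lncRNA side, 1364 probes were higher and 1015 lower. The counts were 583 and 2187 with no normalization, 152 and 94 with normexp, 201 and 129 with no background subtraction, 482 and 241 over probes well above background on both arrays, 681 and 371 with dim values at the floor, 389 and 150 in the authors' processed values, 2606 and 2105 at 3-fold, and 4254 and 3914 at 2-fold. With the added alternatives they were 343 and 542 in the columns above 80, 120 and 8421 when scaled on Gapdh, 306 and 3383 with quantile then Gapdh scaling, 2222 and 1828 over all probes without a class split, and 417 and 216 with quantile normalization over the probes of the authors' values. The local median by array position gave 909 higher and 911 lower.

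On the mRNA side, 858 probes were higher and 813 lower. The counts were 411 and 1991 with no normalization, 194 and 145 with normexp, 225 and 183 with no background subtraction, 411 and 335 over probes well above background on both arrays, 549 and 446 with dim values at the floor, 1745 and 1862 at 3-fold, 3051 and 3671 at 2-fold, 225 and 431 in the columns above 80, 109 and 7930 when scaled on Gapdh, and 232 and 3171 with quantile then Gapdh scaling. The local median by array position gave 588 higher and 834 lower. Over probes well above background on both arrays, this correction gave 353 higher and 258 lower lncRNA-side probes, and 312 and 387 on the mRNA side. The counts under the other alternatives were within 1.5 times those given first. Fewer columns and other thresholds change a count by construction, and for the other settings the cause was not tested.

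Higher probes made up 57.3% of the lncRNA-side calls. This split was 21.0% with no normalization, 1.40% when scaled on Gapdh, 8.29% with quantile then Gapdh scaling, 72.2% in the authors' processed values and 38.8% in the columns above 80. On the mRNA side it was 51.3%, and 61.4% with a 75th percentile shift, 17.1% with no normalization, 1.36% when scaled on Gapdh, 6.82% with quantile then Gapdh scaling and 34.3% in the columns above 80. After the local median by array position, higher probes made up 49.9% of the lncRNA-side calls and 41.4% of the mRNA-side calls. Lower probes were then the majority on the mRNA side. With no normalization, the median log2 difference was -0.80 on the lncRNA side and -0.88 on the mRNA side.

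The median log2 difference of the 6 reference genes in the fixed list was 0.44. It was 0.91 with a 75th percentile shift, 0.81 with a median shift, 0.67 with spike-in scaling, -0.015 with no normalization, -1.22 when scaled on Gapdh and -0.75 with quantile then Gapdh scaling. These follow from the shift between the arrays that each scaling sets.

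Over 50 named lncRNAs and reference genes, 701 values were computed under the alternatives. Of these, 424 moved by less than 0.184, the SD of a difference from the median spot SDs of the reference genes, 252 moved by more, and 25 changed direction. All 25 were reference genes, and the 31 lncRNAs of Table S2 changed direction in 0 of 465 values. The paper listed these lncRNAs for changes of at least 5-fold on these same arrays, whereas the reference genes were not chosen by their change. The contrast therefore does not show that the lncRNAs are the more stable result. With no normalization the log2 difference was -0.29 for G6pd2, -0.35 for Gk, -0.36 for Gusb and -0.17 for Tbp. Scaled on Gapdh it was -0.74 for Actb, -1.50 for G6pd2, -1.56 for Gk, -1.57 for Gusb, -1.07 for Hprt, -0.68 for Ldhal6b, -1.38 for Tbp, -0.75 for Tfrc and -0.32 for Tuba1b. With quantile then Gapdh scaling it was -0.68 for Actb, -0.62 for G6pd2, -0.62 for Gk, -0.85 for Gusb, -0.83 for Hprt, -0.56 for Tbp, -0.37 for Tfrc and -0.31 for Tuba1b. Nono rose by 0.086 with a 75th percentile shift, and Ppia rose by 0.61 with it, by 0.51 with a median shift and by 0.37 with spike-in scaling.

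The signal over background limits the counts. On the lncRNA side 21540 probes were detected on at least 1 array and 16732 on both. A probe detected on 1 array has only a bound, and such probes account for the difference between 1364 and 482 higher calls.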

Differences from the paper's values

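The 2 scalings on Gapdh, the quantile normalization over the probes of the authors' values, the signal before detrending and the local median by array position were chosen after the results were seen. The other alternatives in this part were set before the data were examined.

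At 5-fold the paper counts 513 lncRNAs that rose and 204 that fell, where 1364 higher and 1015 lower lncRNA-side probes were counted here. The lncRNA side is an inferred class of 34998 probes, against 31423 lncRNAs in the paper, so the units are not the same. Over probes well above background on both arrays the counts were 482 and 241, and in the authors' processed values 389 and 150, all within 1.5 times the paper's. The authors' processed values carry the fold changes of Table S2, yet both of their counts were lower than those of the paper. The reason was not found. The higher count alone was also within that range with no normalization (583) and with dim values at the floor (681), where the lower counts were 2187 and 371. The other alternatives gave counts outside that range in both directions, between 1247 and 4254 or from 152 to 201 higher, and between 764 and 3914 or from 94 to 129 lower. Of the alternatives added after seeing the data, quantile normalization over the probes of the authors' values gave 417 and 216, within 1.5 times the paper's in both directions.

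For 6 lncRNAs the paper also gives PCR values relative to saline, which are another assay than the array. The cDNA for the PCR was made with random hexamers, so its values may include RNA of both strands. The array probes of uc.77, uc.455- and uc.456+ each read a single strand. For uc.77 the paper's PCR fold is about 1.9 in Fig. 2A, read by eye, and the array fold of the uc.77+ probe was 5.53. The probe of the opposite strand, uc.77-, fell, with a log2 difference of -2.20, so the 2 assays may not measure the same RNA. For uc008dzl.1 the paper's PCR fold is about 2.2 in Fig. 2A, read by eye, and the array fold was 8.33, and for uc009ktt.1 the values are about 1.8 in Fig. 2A, read by eye, and 6.35. Relative to saline, uc.455- is at about 0.49 in Fig. 2B, read by eye, against 0.172 on the array, BC027568 at about 0.41 in Fig. 2B, read by eye, against 0.240, and uc.456+ at about 0.49 in Fig. 2B, read by eye, against 0.151. None of the alternatives set before the data were examined brought any of the 6 within 1.5 times the paper's value. With the signals before normalization scaled on Gapdh, chosen after seeing the values, the array folds were 1.34 for uc.77+, 2.13 for uc008dzl.1 and 1.49 for uc009ktt.1, within 1.5 times the paper's, and 0.0472 for uc.455-, 0.0613 for BC027568 and 0.0371 for uc.456+, which are not. With quantile normalization before this scaling they were 2.41 for uc.77+, within 1.5 times the paper's, and 3.64 for uc008dzl.1, 2.77 for uc009ktt.1, 0.0751 for uc.455-, 0.105 for BC027568 and 0.0660 for uc.456+, which are not.

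The paper lists BC027568 among the down-regulated lncRNAs of its array. Its fall here was under 5-fold, with a log2 difference of -2.06. BC027568 was also under 5-fold in the authors' processed values, with a fall of 3.94-fold (log2 difference -1.98). It was at least 5-fold lower with no normalization (log2 difference -2.82) and, under alternatives chosen after seeing the data, with the signal before detrending (log2 difference -2.48), after the local median by array position (log2 difference -2.85), scaled on Gapdh (log2 difference -4.03) and with quantile then Gapdh scaling (log2 difference -3.25).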

Other observations

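The tests on neighbouring spots, on GAPDH and on the strands of ultraconserved regions in this part were chosen after the results were seen, while the range of uc.77- over the processing settings was planned.

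The largest rises on the paraquat array lay at neighbouring spots. ASMM9PARTA043965 rose from a signal of 20.5 to 7297 at row 84 and column 36, and MM9LINCRNAEXON10685+_P1 from 24.0 to 6132 at row 85 and column 37. A further spot beside them, at row 83 and column 36, rose from 88.5 to 1614. Over 30 other probes around them the median log2 difference was 0.65. In 10000 random draws of 5 probes detected on both arrays, 21 held a pair at neighbouring spots, which argues against a chance placement of the 5 largest rises. A mark on the slide or light from a bright spot nearby may have raised these signals, which was not tested, and their rises of 505-fold and 371-fold would then not reflect RNA. The largest falls, ASMM9PARTA030775 from 41462 to 172 and ASMM9PARTA027577 from 2156 to 15.6, lay far apart. The files do not pair these probes with gene names.

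The array folds of the 6 lncRNAs with PCR values were larger than the PCR folds in both directions. The paper's PCR was relative to GAPDH, and Gapdh was 1.20 higher on the log2 scale on the paraquat array after quantile normalization and 1.21 higher before it. A hypothesis was that GAPDH as the reference of the PCR lowers the PCR folds. With the signals before normalization scaled on Gapdh, the array fold was within 1.5 times the PCR fold for 3 of 6 lncRNAs, all of them among those that rose. With quantile normalization before this scaling it was so for 1 of 6, uc.77+. The 3 that fell moved farther from the PCR values under both, which argues against this as the whole cause. Other differences between the assays stay open, among them that the PCR may read both strands of an ultraconserved region.

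The opposite strands of uc.77 moved in opposite directions, with log2 differences of 2.47 for uc.77+ and -2.20 for uc.77-. Among 53 ultraconserved regions with both strands detected on both arrays, uc.77 was the only 1 whose strands both changed by at least 2-fold in opposite directions. Across these 53 pairs the correlation between strands was 0.163 by Pearson's r and 0.191 by Spearman's rho, and 31 pairs moved the same way. These are values across probes of 1 pair of arrays. Over the settings chosen beforehand, uc.77- lay between -3.09 with no normalization and -1.30 with normexp.

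The largest rise in Table S2, uc007kvj.1, rests on a spot that Feature Extraction marked as an outlier on the paraquat array, with signals of 92.1 and 935. Its log2 difference in the authors' processed values was 3.95. It lay in column 64.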
